# Deficiency of autism risk factor *ASH1L* in prefrontal cortex induces epigenetic aberrations and seizures

**DOI:** 10.1038/s41467-021-26972-8

**Published:** 2021-11-15

**Authors:** Luye Qin, Jamal B. Williams, Tao Tan, Tiaotiao Liu, Qing Cao, Kaijie Ma, Zhen Yan

**Keywords:** Autism spectrum disorders, Epilepsy, Cellular neuroscience

## Abstract

*ASH1L*, a histone methyltransferase, is identified as a top-ranking risk factor for autism spectrum disorder (ASD), however, little is known about the biological mechanisms underlying the link of *ASH1L* haploinsufficiency to ASD. Here we show that ASH1L expression and H3K4me3 level are significantly decreased in the prefrontal cortex (PFC) of postmortem tissues from ASD patients. Knockdown of *Ash1L* in PFC of juvenile mice induces the downregulation of risk genes associated with ASD, intellectual disability (ID) and epilepsy. These downregulated genes are enriched in excitatory and inhibitory synaptic function and have decreased H3K4me3 occupancy at their promoters. Furthermore, *Ash1L* deficiency in PFC causes the diminished GABAergic inhibition, enhanced glutamatergic transmission, and elevated PFC pyramidal neuronal excitability, which is associated with severe seizures and early mortality. Chemogenetic inhibition of PFC pyramidal neuronal activity, combined with the administration of GABA enhancer diazepam, rescues PFC synaptic imbalance and seizures, but not autistic social deficits or anxiety-like behaviors. These results have revealed the critical role of ASH1L in regulating synaptic gene expression and seizures, which provides insights into treatment strategies for *ASH1L*-associated brain diseases.

## Abstract (web summary)

*ASH1L* haploinsufficiency is strongly linked to autism, despite the unknown mechanism. Here, the authors show that *ASH1L* deficiency in prefrontal cortex causes the downregulation of synaptic genes, leading to seizures, which is rescued by chemogenetic and pharmacological restoration of excitation/inhibition balance.

## Introduction

Autism spectrum disorder (ASD) is a prevalent neurodevelopmental disorder with significant genetic heterogeneity and comorbidities, such as epilepsy and intellectual disability (ID)^1–3^. Large-scale human genetic studies have identified *ASH1L* as a convergent high-risk gene for ASD, epilepsy, and Tourette syndrome^2,4–6^. Over 100 loss-of-function (LOF) mutations in the coding regions of *ASH1L* have been discovered, and individuals harboring *ASH1L* mutations display a variety of symptoms associated with these brain disorders, including social deficits, repetitive behaviors, and seizures^3,6–9^. Despite the progress in genomics, it remains largely unknown on how *ASH1L* insufficiency contributes to the disease phenotypes.

ASH1L, the human homolog of Drosophila Ash1 (absent, small, or homeotic-like 1), is a histone methyltransferase catalyzing H3K4 and H3K36 methylation, which plays an important role in chromatin modification and gene transcription^10,11^. Whole-body homozygous deletion of *Ash1L* leads to lethality in mice^12,13^. ASH1L is enriched in excitatory and inhibitory neuronal lineages^2^, highly expressed in the prefrontal cortex (PFC) during prenatal development, persistently peaking at postnatal and in adulthood^14^. PFC is one of the key brain regions critical for cognitive, emotional, and social function^15–17^, and PFC dysfunction are strongly implicated in ASD patients^18^. Developmental trajectory of human PFC shows that the expression of synaptic genes in PFC peaks at juvenile to early adolescence (3.5–10 years old)^19–21^, a critical time window of phenotypic manifestation, diagnosis, and therapy for children with ASD, ID, and epilepsy. In this study, we examined the molecular, synaptic, and behavioral alterations resulting from *Ash1L* deficiency in PFC of mice during the juvenile to the early adolescent period (5–6 weeks old), matching the critical window of synaptic and behavioral development in humans. Our results have revealed the causal relationship between the Ash1L knockdown and altered synaptic gene expression, which leads to excitation/inhibition (E/I) imbalance and seizures. In addition, we have uncovered an intervention strategy to rescue seizures and early mortality induced by *Ash1L* deficiency in PFC.

## Results

ASH1L is recognized as a top-ranking risk factor for multiple brain diseases, including ASD^2^, Epilepsy^4,5^, and ID^22^. To find out whether ASH1L expression is altered in the disease condition, we examined the mRNA level of *ASH1L* in postmortem PFC tissues (Brodmann’s Area 9) from idiopathic autistic patients. As shown in Fig. 1a, *ASH1L* mRNA was significantly lower in PFC of autistic humans, compared to age- and sex-matched control subjects. Since ASH1L is a histone lysine methyltransferase with the specificity of H3K4 and H3K36 methylation^10,23–25^, we further examined these histone marks in human tissues. As shown in Fig. 1b, the level of H3K4me3 was significantly decreased in the PFC of autistic patients, while no significant change was found on the level of H3K36me2.

**Fig. 1:**
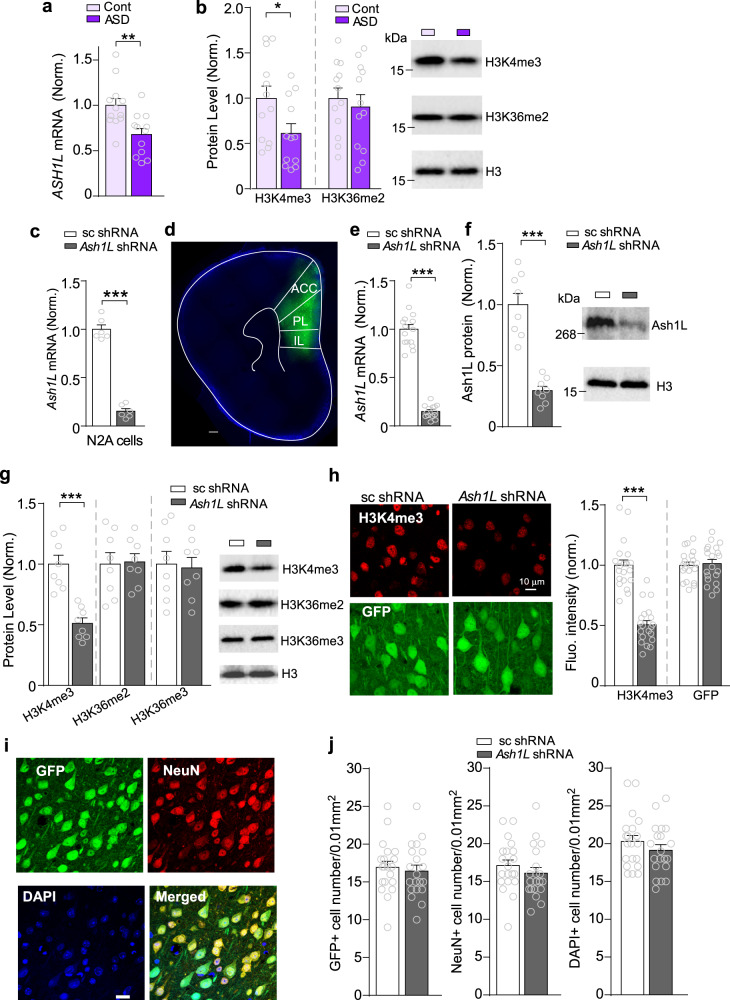
*ASH1L* expression and H3K4me3 level are significantly decreased in PFC of postmortem ASD patients, which is replicated by knockdown of *Ash1L* in PFC of young mice. **a** Quantitative PCR data showing *ASH1L* mRNA levels in postmortem PFC tissues from control humans vs. idiopathic ASD patients. *n* = 12 humans (10 M,2 F)/group, **p < 0.01, two-tailed *t* test. **b** Western blot data showing H3K4me3 and H3K36me2 levels in postmortem PFC from control vs. ASD patients. *n* = 12 humans(10 M,2 F)/group, *p < 0.05, two-tailed *t* test. **c** Quantitative PCR data showing *Ash1L* mRNA level in N2A cells transfected with *Ash1L* shRNA or scrambled (sc) shRNA. *n* = 6/group. ***p < 0.001, two-tailed *t* test. **d** A confocal image showing the viral-infected PFC region (stained with DAPI, blue) from a mouse with the stereotaxic injection of *Ash1L* shRNA AAV (GFP-tagged). Scale bar: 300 μm. **e**, **f** Quantitative PCR and Western blot data showing *Ash1L* mRNA and protein levels in PFC of mice (5-week-old) with the stereotaxic injection of *Ash1L* shRNA vs. sc shRNA AAV. *Ash1L* mRNA, *n* = 15 mice(8 M,7 F) for sc shRNA group, *n* = 14 mice(7 M,7 F) for *Ash1L* shRNA group; Ash1L protein, *n* = 8 mice(4 M,4 F)/group, ***p < 0.001, two-tailed *t* test. **g** Western blot data showing H3K4me3, H3K36me2, and H3K36me3 levels in PFC infected with *Ash1L* shRNA or scrambled shRNA AAV. *n* = 8 mice (4 M,4 F)/group, ***p < 0.001, two-tailed *t* test. **h** Representative confocal images and quantification of immunostaining of H3K4me3 (red) in PFC neurons infected with *Ash1L* shRNA or a scrambled shRNA AAV (GFP+ , green). *n* = 20 images/4 mice (2 M,2 F)/group, ***p < 0.001, two-tailed *t* test. Scale bar: 10 μm. **i**, **j** Re*p*resentative confocal images and quantification of immunostaining of NeuN (red) and DAPI (blue) in PFC neurons infected with *Ash1L* shRNA or a scrambled shRNA AAV (GFP+ , green). Slices were collected at 8–9 days postinfection. *n* = 20 images/4 mice (2 M,2 F)/group. Scale bar: 20 μm. All the full Western blots are included in Supplementary Fig. 7a–c. Data are presented as mean values ± SEM. Detailed statistical data are provided in a Source Data file.

To investigate the biological function of ASH1L and its mechanistic link to brain disorders, we generated an *Ash1L* short hairpin RNA (shRNA) viral vector (GFP-tagged). The knockdown efficiency was confirmed by the significantly decreased level of *Ash1L* mRNA in N2A cells transfected with *Ash1L* shRNA (Fig. 1c). The *Ash1L* shRNA AAV was delivered to medial PFC bilaterally of young (5 weeks old) wild-type mice (Fig. 1d). In vivo knockdown was confirmed by the significantly lower level of *Ash1L* mRNA and Ash1l protein (333 KDa) in PFC of *Ash1L* shRNA AAV-injected mice (Fig. 1e, f). Western blots of the nuclear fraction of PFC indicated that the level of H3K4me3, but not H3K36me2 or H3K36me3, was significantly reduced by *Ash1L* knockdown (Fig. 1g). Immunostaining further demonstrated the significantly lower fluorescence intensity of H3K4me3 in GFP + cells infected with *Ash1L* shRNA AAV, compared to scrambled shRNA AAV (Fig. 1h). These data suggest that *Ash1L* deficiency diminishes the histone mark H3K4me3 that is linked to gene activation.

To find out the potential impact of *Ash1L* knockdown on the survival of PFC neurons, we performed immunohistochemical experiments with the neuronal marker NeuN. As shown in Fig. 1i, j, no significant loss of neurons was found in PFC from mice injected with *Ash1L* shRNA AAV.

### *Ash1l* deficiency in PFC induces the downregulation of genes associated with disease risk factors and enriched in synaptic function

Given the key role of histone methylation in gene regulation, we performed RNA sequencing (RNA-seq) to examine genome-wide gene expression changes induced by *Ash1L* deficiency in PFC. 

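Total RNA from PFC punches containing GFP fluorescence was depleted of ribosomal RNA and sequenced from stranded libraries for 2 control samples and 2 *Ash1L* shRNA samples. The paper states that each sample pooled tissue from 3 mice, whereas the description of the series names 3 *Ash1L* shRNA mice and 2 control mice. The authors aligned the paired-end reads to the mouse genome (mm10) with RNA STAR and counted them on genes with featureCounts, and the values they deposited are raw counts for 23420 gene symbols, without normalization. The counts summed to 14251190 and 35764874 in control samples 1 and 2, and to 27479339 and 20106708 in *Ash1L* shRNA samples 1 and 2. Counting error therefore differed between the samples, and it was largest in control sample 1. *Malat1* took the most counts of any gene in every sample, between 1.10% and 1.35% of the total. The 16232 genes that passed edgeR's default filter on low counts were tested, with TMM normalization and a quasi-likelihood test of *Ash1L* shRNA against control samples. The common biological coefficient of variation was 0.173. Across the tested genes, log2 CPM (counts scaled to a common library size) correlated between the 2 control samples with a Pearson r of 0.987 and between the 2 *Ash1L* shRNA samples with an r of 0.978. Genes are not independent replicates. The first principal component held 64.6% of the variance and separated the groups, with *Ash1L* shRNA sample 1 nearer to the control samples than *Ash1L* shRNA sample 2. A permutation test of 2 samples against 2 cannot give a two-sided p below 0.333. The paper describes the control virus as scrambled shRNA AAV, whereas the sample labels describe it as GFP AAV9.

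**Figure D1:**
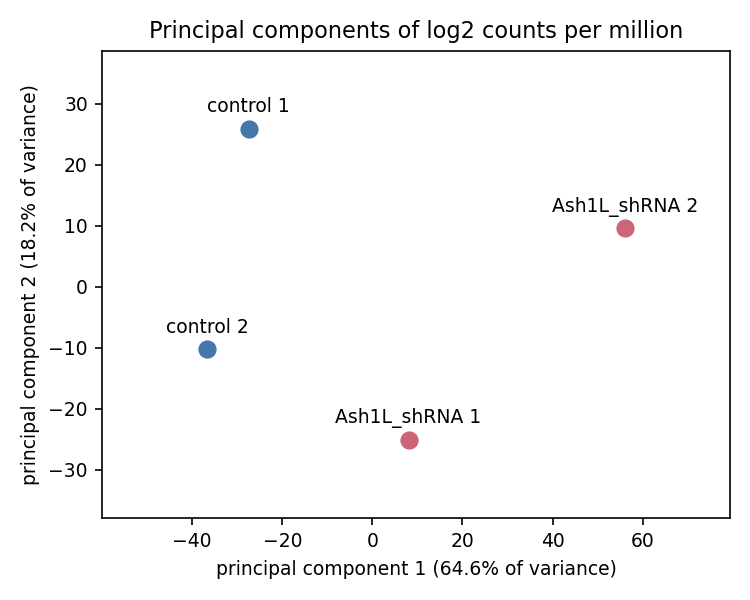
Principal components 1 and 2 of log2 CPM, with 1 point per pooled PFC sample. The control samples lie at -27.44 and -36.71 on component 1, and the *Ash1L* shRNA samples at 8.03 and 56.11.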

Numerous differentially expressed genes (DEGs) were identified in mice with *Ash1L* knockdown, compared to controls (Fig. 2a, 1262 genes downregulated, Supplementary Data 1; 1182 genes upregulated, Supplementary Data 2). 

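*Ash1l* (ENSMUSG00000028053), the gene targeted by the shRNA, lies on chromosome 3 of mm10 from 88950622 to 89079375. It had 3459 and 10176 counts in control samples 1 and 2, and 5906 and 2850 counts in *Ash1L* shRNA samples 1 and 2. Its TMM-normalized count was 6161 ± 733 (SD, n = 2) in control and 4066 ± 1272 (SD, n = 2) in *Ash1L* shRNA samples. The log2 fold change was -0.60 with a standard error of 0.22 and an adjusted p of 0.275 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both *Ash1L* shRNA samples lay below both control samples. With each sample left out in turn, the log2 fold change stayed between -0.96 and -0.31. At the thresholds of the paper, a P under 0.05 without adjustment and at least a 1.2-fold change, 1344 genes were DOWN and 1397 were UP. All of these genes had normalized counts that did not overlap between the groups. Over all 16232 genes tested, 53.3% had such separated counts, against 33.3% by chance for 2 samples against 2. After Benjamini-Hochberg adjustment over all genes tested, 1 DOWN gene and 0 UP genes had an adjusted p under 0.05 in edgeR's test, while 2746 genes had an unadjusted p under 0.05. That gene was *H2-T10* (ENSMUSG00000079491), annotated as a polymorphic pseudogene among the class I genes of the major histocompatibility region, on chromosome 17 from 36115876 to 36121465. Its log2 fold change was -3.65 with a standard error of 0.21 and an adjusted p of 0.021 (edgeR's quasi-likelihood test). Reads of *H2-T10* can be shared with similar class I genes, so its counts are uncertain. The setting that moved these counts most in sum was edgeR's likelihood ratio test, with 158 DOWN and 321 UP genes. DESeq2, the method that the paper names, gave 164 and 256 with its defaults. The paper's own Supplementary Data 1 and 2 hold 162 DOWN and 242 UP genes under that limit. The number that passed adjustment thus depended on the test. Samples carrying the same replicate number did not deviate together from their group means, with a correlation of -0.11 across genes. No source states that they were processed together, so pairing by number is an arbitrary choice, here and wherever the block is used below. A fit with the replicate number as a block found 1020 genes DOWN and 1052 UP, and 0 in either direction had an adjusted p under 0.05, with 2072 genes at an unadjusted p under 0.05. With the pairing crossed, an alternative chosen after seeing that correlation, 1736 genes were DOWN and 1541 were UP, and 6 and 10 of them passed the adjusted limit. The log2 differences of *Ash1l* within same-numbered pairs were -0.18 and -1.08, and within crossed pairs -0.83 and -0.43.

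**Figure D2:**
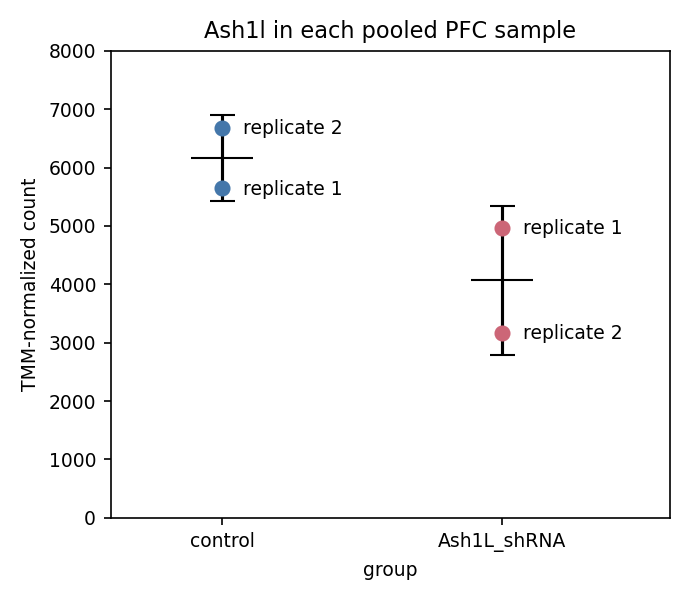
TMM-normalized counts of *Ash1l* in the 2 control and the 2 *Ash1L* shRNA samples (points), with the mean and SD of each group (bars). *Ash1L* shRNA sample 1 had 4965 and sample 2 had 3166, below the 5642 and 6679 of the control samples.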

To find out the link of these DEGs to ASH1L-associated brain disorders, we compared them with the gene databases for ASD (SFARI), epilepsy^4^ and ID^22^. As shown in Fig. 2b and Supplementary Data 3, a significant number of downregulated (DOWN) genes by *Ash1L* deficiency were disease risk factors (Supplementary Fig. 1a, SFARI ASD: 130, *P* = 5.67e–09; Supplementary Fig. 1c, epilepsy: 69, *P* = 2.69e–06; Supplementary Fig. 1d, ID: 77, *P* = 1.78e–04, hypergeometric test). 

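Of the 130 SFARI genes that Supplementary Data 3 lists as DOWN, 115 were DOWN in edgeR's test. All 130 had lower counts in both *Ash1L* shRNA samples than in both control samples, with log2 fold changes from -1.12 to -0.29 and a median of -0.47. Of the 69 listed epilepsy genes, 64 were DOWN, and of the 77 listed ID genes, 70 were DOWN. These lists were drawn by the authors from calls on the same counts, so the direction of their genes is not an independent measurement. In edgeR's quasi-likelihood test, no gene of the 3 lists passed an adjusted p of 0.05 over all genes tested. Adjusted over each list alone, 111 SFARI, 63 epilepsy and 66 ID genes passed, a number that shows no stability for lists chosen on these data. In the fit with the replicate block, 80 of the SFARI, 47 of the epilepsy and 54 of the ID genes were DOWN. The SFARI count was lowest, at 73, when the block was combined with a correction for gene length, and it was 86 with the length correction alone. The full risk gene lists behind the hypergeometric tests are not used here.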

The 13 DOWN genes by *Ash1L* deficiency commonly occurring in all the three disorders include *Grin2a/b* (NMDAR subunits), *Syn1* (presynaptic vesicle protein synapsin 1), *Mecp2* (reader of DNA methylation involved in gene silencing), and *Pten* (phosphatase dephosphorylating PIP_3_ and regulating Akt/PKB signaling pathway). 

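Of the 13 genes in the inset of Fig. 2b, 11 were DOWN in edgeR's test and 8 with the replicate number as a block. *Mef2c* and *Nr2f1* had log2 fold changes of -0.50 and -0.58, with unadjusted p-values above 0.05. *Grin2a* (ENSMUSG00000059003, chromosome 16 from 9567898 to 9995560) had a normalized count of 4249 ± 21.3 (SD, n = 2) in control and 3225 ± 468 (SD, n = 2) in *Ash1L* shRNA samples, a log2 fold change of -0.40 (standard error 0.13). *Grin2b* (ENSMUSG00000030209, chromosome 6 from 135713233 to 136173511) had 11635 ± 632 and 8678 ± 1670 normalized counts, a log2 fold change of -0.42 (standard error 0.16). For *Syn1* (ENSMUSG00000037217, chromosome X from 20860511 to 20921004), the counts were 3681 ± 437 and 2903 ± 64.3, and the log2 fold change was -0.34 (standard error 0.13). The adjusted p of these 3 genes lay between 0.261 and 0.270 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each fold change kept its direction with any 1 of the 4 samples left out. Both *Ash1L* shRNA samples lay below both control samples for these genes, so the direction could hardly change and shows no stability. The weakest fold changes were -0.25 for *Grin2a*, -0.23 for *Grin2b* and -0.22 for *Syn1*.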

The DOWN genes by *Ash1L* deficiency also overlapped significantly with the 102 ASD high-risk genes identified by recent large-scale human genetic studies (Supplementary Fig. 1b, 21, *P* = 3.6611e-05, hypergeometric test), which are enriched in gene expression regulation (GER), neuronal communication and cytoskeleton^2^. In contrast, upregulated (UP) genes by *Ash1L* deficiency were not enriched in disease risk factors (Supplementary Fig. 2, SFARI ASD: 45; epilepsy: 31; ID: 36, all under enriched). 

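Of the 21 DOWN genes on this list, 19 were DOWN in edgeR's test and 13 with the replicate number as a block. Their log2 fold changes ran from -0.76 in *Tbr1* to -0.31 in *Shank3*. *Tbr1* and *Shank3* are named here as the ends of that range. The genes for gene expression regulation (GER) in Supplementary Fig. 1b numbered 9, of which 8 were DOWN without the block and 6 with it. With the block and a correction for gene length combined, 2 of the 9 were DOWN. Among the GER genes, *Arid1b* (ENSMUSG00000069729, chromosome 17) had 2805 ± 15.4 (SD, n = 2) normalized counts in control and 2208 ± 69.0 (SD, n = 2) in *Ash1L* shRNA samples, a log2 fold change of -0.34. *Bcl11a* (ENSMUSG00000000861, chromosome 11) had a log2 fold change of -0.57 with a standard error of 0.22. *Foxp1* (ENSMUSG00000030067, chromosome 6) had a log2 fold change of -0.52 with a standard error of 0.22 and was not called DOWN, while *Foxp2* (ENSMUSG00000029563, chromosome 6) had one of -0.54 with a standard error of 0.21. The adjusted p of these 4 genes lay between 0.260 and 0.302 (edgeR's quasi-likelihood test). Of the cytoskeleton genes in the same panel, *Map1a* was DOWN with a log2 fold change of -0.57, and *Coro1a* was not called at -0.43.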

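Of the UP genes in Supplementary Data 3, 39 of 45 SFARI, 28 of 31 epilepsy and 35 of 36 ID genes were UP in edgeR's test. Under the replicate block, these numbers were 28, 21 and 25. The counts in both *Ash1L* shRNA samples exceeded those in both control samples for 44 of the SFARI, 30 of the epilepsy and 36 of the ID genes. Median log2 fold changes were 0.62 for the SFARI, 0.72 for the epilepsy and 0.50 for the ID genes. Over all genes tested, 0 of them had an adjusted p under 0.05 in edgeR's test.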

Gene Set Enrichment Analysis (GSEA) indicated that the ASD high-risk genes, particularly those involved in neuronal communication, were significantly correlated with the DOWN genes by *Ash1L* deficiency (Fig. 2c). These data suggest that Ash1L plays a central role in maintaining the transcription of multiple disease risk genes involved in synaptic function and neuronal signaling.

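The 10 neuronal communication genes listed in Supplementary Fig. 1b had a median log2 fold change of -0.47. All 10 were DOWN in edgeR's test, and 6 were DOWN with the replicate number as a block. The smallest fall was in *Shank3* (ENSMUSG00000022623, chromosome 15 from 89499623 to 89560261), with 2225 ± 155 (SD, n = 2) normalized counts in control and 1793 ± 0.11 (SD, n = 2) in *Ash1L* shRNA samples, and the standard error of its fold change was 0.11. The adjusted p was 0.264 for *Shank3* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The complete list of ASD high-risk genes that entered the GSEA is not used here.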

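The falls behind this overlap were not of one size in the 2 *Ash1L* shRNA samples. Against the control mean, the 1344 DOWN genes had a median log2 difference of -0.37 in *Ash1L* shRNA sample 1 and -0.68 in sample 2, and 90.0% of them differed more in sample 2. For the 1397 UP genes, the medians were 0.49 and 0.77, and 80.8% differed more in sample 2. A pseudocount of 1 was added to the normalized counts for these differences. From the enrichment of risk genes among DOWN genes, which it did not find among UP genes, and from its GSEA of ASD high-risk genes, the paper proposes that Ash1L maintains the transcription of risk genes with roles at synapses and in neuronal signaling.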

**Fig. 2:**
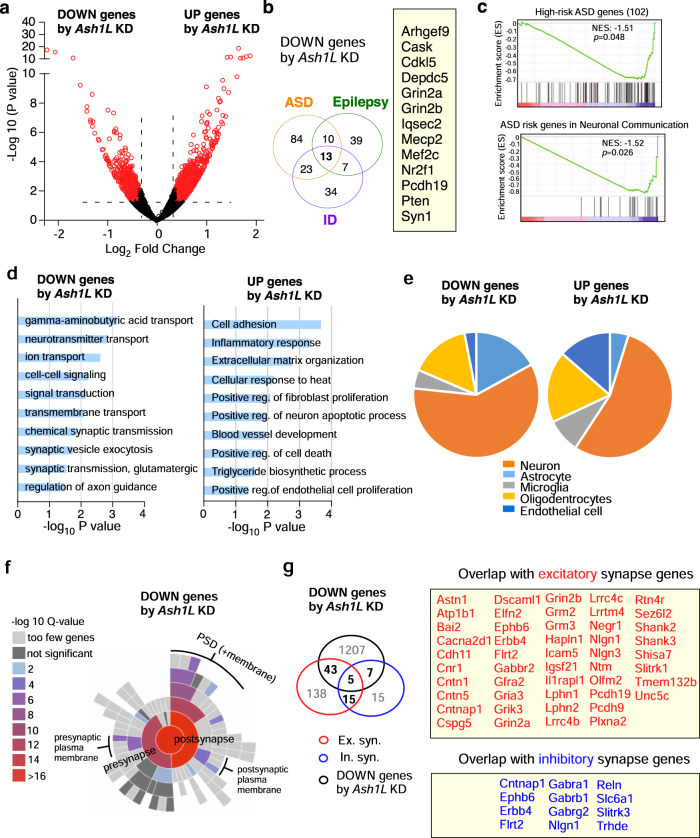
Genes downregulated by *Ash1L* deficiency in PFC overlap with risk factors for ASD, epilepsy, and ID, and are enriched in the regulation of synaptic homeostasis. **a** Volcano plot showing differentially expressed genes (DEGs) in PFC infected with *Ash1L* shRNA AAV, compared to scrambled shRNA AAV. **b** Venn diagram showing the overlapping of downregulated (DOWN) genes by *Ash1L* deficiency with the risk genes for ASD, epilepsy, and ID. Inset: the list of DOWN genes commonly occurring in all the three disorders. **c** Gene set enrichment analysis (GSEA) of the correlation between the DOWN genes by *Ash1L* deficiency and the 102 top-ranking ASD risk genes (top) or the top ASD risk genes involved in neuronal communication (bottom). **d** Gene Ontology analysis of downregulated or upregulated genes by *Ash1L* deficiency. **e** Pie chart showing the cell type distribution of *Ash1L* deficiency-induced DEG expression. **f** Sunburst plot representing cellular component enrichment analysis of downregulated synaptic genes by *Ash1L* deficiency. Higher red intensities are associated with more significant enrichments. All the identified synaptic genes are represented in the red circle at the center of the plot. **g** Venn diagram showing the overlapping of DOWN genes by *Ash1L* deficiency and genes at excitatory or inhibitory synapses. Inset: the list of downregulated synaptic genes.

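Supplementary Data 4 lists 3 genes under GABA transport, and all 3 were DOWN in edgeR's test. *Slc6a11* had a log2 fold change of -0.91, the largest of them. Under ion transport, 13 of the 16 listed genes were DOWN, and the 16 had log2 fold changes from -1.09 to -0.71. The 3 genes listed for glutamatergic transmission, *Syt1*, *Grm3* and *Grm2*, were all DOWN, with a median log2 fold change of -0.83. Among the UP terms of Supplementary Data 5, 21 of 23 cell adhesion genes, 18 of 18 inflammatory response genes and all 6 genes for neuron apoptotic process were UP. The inflammatory response genes had a median log2 fold change of 1.87, and the cell adhesion genes one of 1.32. Called with the replicate number as a block were 3 GABA transport, 3 glutamatergic transmission, 6 apoptotic process, 16 ion transport, 21 cell adhesion and 17 inflammatory response genes. The genes were chosen from the authors' calls on the same counts. In edgeR's quasi-likelihood test, 0 of them had an adjusted p under 0.05 over all genes tested. *Grm2* and *Grm3* had adjusted p-values under 0.05 with DESeq2 and with edgeR's likelihood ratio test. All tested genes with the symbol of a glutamate receptor or of a GABA-A receptor subunit were compared with the other genes by limma's camera test on the counts. Membership does not depend on the calls, but the families were chosen because the paper describes such genes as downregulated in these same data. The camera p-values are therefore not independent of the paper's result. The 26 genes with a glutamate receptor symbol, which include *Grid2ip*, a gene for a protein that binds such a receptor, had a median log2 fold change of -0.29, with 22 lower and a camera p of 1.04e-05 (6.26e-05 after adjustment over 6 families). In the block fit, the median was -0.29 and the camera p 1.85e-05. Without *Grid2ip*, an alternative chosen after seeing the data, the other 25 genes had a median of -0.29 and a camera p of 3.58e-06. The 14 GABA-A receptor genes had a median of -0.17, with 10 lower and a camera p of 0.286 (0.343 after adjustment). With the block, the median was -0.17 and the p 0.421. Over the alternatives that kept all samples, this camera p ran from 0.070 to 0.471. It was lowest with at least 10 counts in every sample, which left 13 genes at a median of -0.18, so it depended on genes with few counts. The GABA-A median ran from -0.18 to -0.04 over the alternatives that kept all samples. With each sample left out in turn, it ran from -0.24 to -0.08.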

Gene Ontology analyses of DEGs by *Ash1L* deficiency (Fig. 2d) revealed that the DOWN genes were mostly enriched in biological processes involving gamma-aminobutyric acid (GABA) transport, ion transport, and glutamatergic synaptic transmission (Supplementary Data 4), while the UP genes were largely involved in cell adhesion, inflammatory response, and apoptosis (Supplementary Data 5). 

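Sets of marker genes for 7 cell classes were compared with all other genes by limma's camera test. These sets are not the published markers used in Fig. 2e. All 8 excitatory neuron markers were lower, with a median log2 fold change of -0.42 and 4 genes DOWN. Of the 10 interneuron markers, 7 were lower and 4 were DOWN, with a median of -0.37. The 12 pan-neuronal markers had a median of -0.14, with 7 lower and 1 DOWN. Of the 12 astrocyte markers, 9 were lower and 8 were DOWN, with a median of -0.65. Of the 11 oligodendrocyte markers, 9 were lower and 2 were DOWN, with a median of -0.26. For 4 of the 11, both *Ash1L* shRNA samples lay below both control samples. Their median deviation from the control mean was -0.06 in *Ash1L* shRNA sample 1, between the controls at -0.13 and 0.13, and -0.26 in sample 2. With each sample left out in turn, the oligodendrocyte median ran from -0.37 to -0.04 and the excitatory neuron median from -0.73 to -0.22. The endothelial markers had a median of -0.03 and the microglia markers one of -0.02, with 0 DOWN and 0 UP in both sets, and both medians changed sign under library-size scaling and under a GC content correction. Adjusted over 15 gene sets, the camera p was 1.5e-07 for astrocyte, 0.00047 for excitatory neuron, 0.012 for interneuron and 0.022 for oligodendrocyte markers. It was 0.340 for pan-neuronal, 0.377 for microglia and 0.895 for endothelial markers. With the block, the adjusted camera p was 6.7e-08 for astrocyte, 0.00028 for excitatory neuron, 0.0042 for interneuron and 0.031 for oligodendrocyte markers, and 0.397, 0.174 and 0.806 for pan-neuronal, microglia and endothelial markers. No marker in these 7 sets was UP. The microglia markers differed between the *Ash1L* shRNA samples, with a median deviation from the control mean of 0.53 in sample 1 and -0.89 in sample 2. A marker set can thus shift as a whole between pools of the same group. The camera test was run at an inter-gene correlation of 0.01, so its small p-values do not measure that spread between pools.

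**Figure D3:**
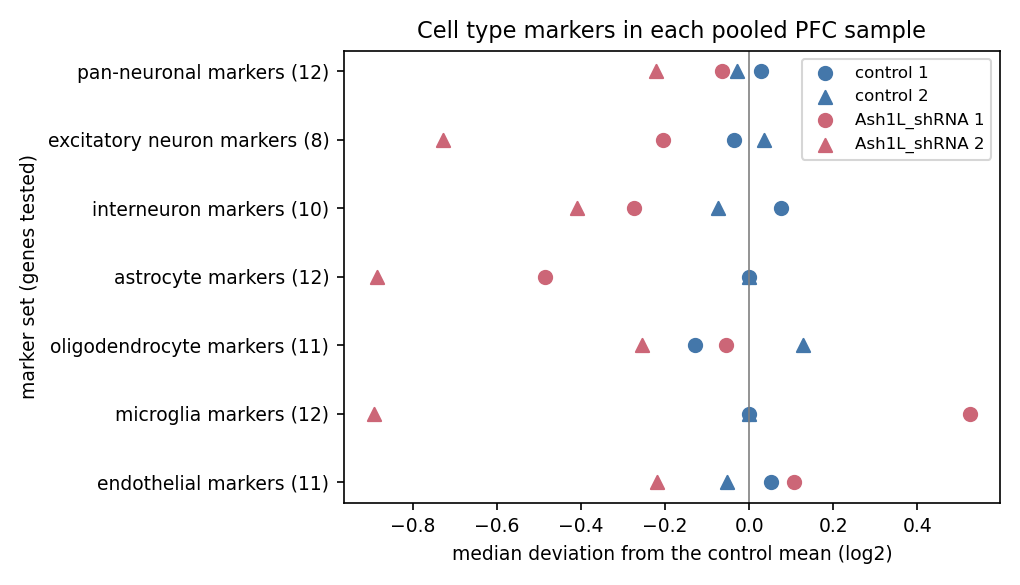
Median deviation of each marker set from the control mean, in log2 units, for each pooled PFC sample (1 point per sample). Astrocyte markers lay at -0.49 and -0.89 in the *Ash1L* shRNA samples, and microglia markers lay on both sides of the control samples.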

Mapping DEGs to markers of specific cell types^26^, we found that DOWN or UP genes by *Ash1L* deficiency were mainly in neurons, and some were in oligodendrocytes, astrocytes, or endothelial cells (Fig. 2e).

Given the enrichment of GO pathways involved in synaptic function for DOWN genes by *Ash1L* deficiency, we further compared them with SynGO, a synaptic gene ontology database^27^. Two hundred and thirteen of these DOWN DEGs were identified as synaptic genes. Synaptic enrichment analyses identified 16 cellular components and 26 biological processes among DOWN genes by *Ash1L* deficiency, with postsynaptic and presynaptic plasma membrane as the most enriched and abundant subcellular components (Fig. 2f). On the other hand, no enriched synaptic components or processes were present with UP genes by *Ash1L* deficiency (Supplementary Fig. 3a).

We further compared DOWN DEGs by *Ash1L* deficiency with synaptic cleft proteome^28^. We found 48 genes overlapping with excitatory synaptic proteins (including *Grm2/3, Grin2a/b, Gria3*, and *Shank2/3)*, 12 genes overlapping with inhibitory synaptic proteins (including *Gabra1/b1/g2* and *Slc6a1*), and 5 genes overlapping with dual-localized synaptic proteins (including *CntnAp1* and *Nlgn1*) (Fig. 2g, 55, *P* = 7.06e-15, hypergeometric test). In contrast, no significant overlapping was found among UP genes with excitatory or inhibitory synaptic proteins (Supplementary Fig. 3b).

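Of the 48 excitatory synaptic genes in Fig. 2g, 44 were DOWN in edgeR's test and 32 with the replicate number as a block. Of the 12 inhibitory synaptic genes, 10 and 8 were DOWN, and of the 5 dual-localized genes, 5 and 4. All 55 genes had lower counts in both *Ash1L* shRNA samples than in both control samples, as the selection of called genes favours. *Grm2* (ENSMUSG00000023192, chromosome 9 from 106643095 to 106656082) had 1137 ± 93.0 (SD, n = 2) normalized counts in control and 494 ± 165 (SD, n = 2) in *Ash1L* shRNA samples, a log2 fold change of -1.20 with a standard error of 0.23. *Grm3* (ENSMUSG00000003974, chromosome 5 from 9485541 to 9725170) had 5544 ± 694 and 3125 ± 877 normalized counts, and the standard error of its fold change was 0.21. *Gria3* (ENSMUSG00000001986, chromosome X) had a log2 fold change of -0.58 (standard error 0.24) and *Shank2* (ENSMUSG00000037541, chromosome 7) one of -0.51 (standard error 0.17). Of the genes at inhibitory synapses, *Gabrb1* (ENSMUSG00000029212, chromosome 5) had a log2 fold change of -0.41 (standard error 0.15). *Cntnap1* (ENSMUSG00000017167, chromosome 11) had a log2 fold change of -0.59 (standard error 0.16) and *Nlgn1* (ENSMUSG00000063887, chromosome 3) one of -0.49 (standard error 0.15). *Gria3* was lower but not called DOWN in edgeR's test. Its count was nearer to the controls in *Ash1L* shRNA sample 1 than in sample 2. The adjusted p of the 7 genes lay between 0.250 and 0.308 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives, it ran from 0.00066 to 0.390 for *Grm2* and from 0.015 to 0.390 for *Grm3*, with both under 0.05 in DESeq2 with and without betaPrior and in edgeR's likelihood ratio test. For the other 5 genes, it ran from 0.053 to 0.413. The synaptic cleft proteome behind the hypergeometric test is not used here.

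**Figure D4:**
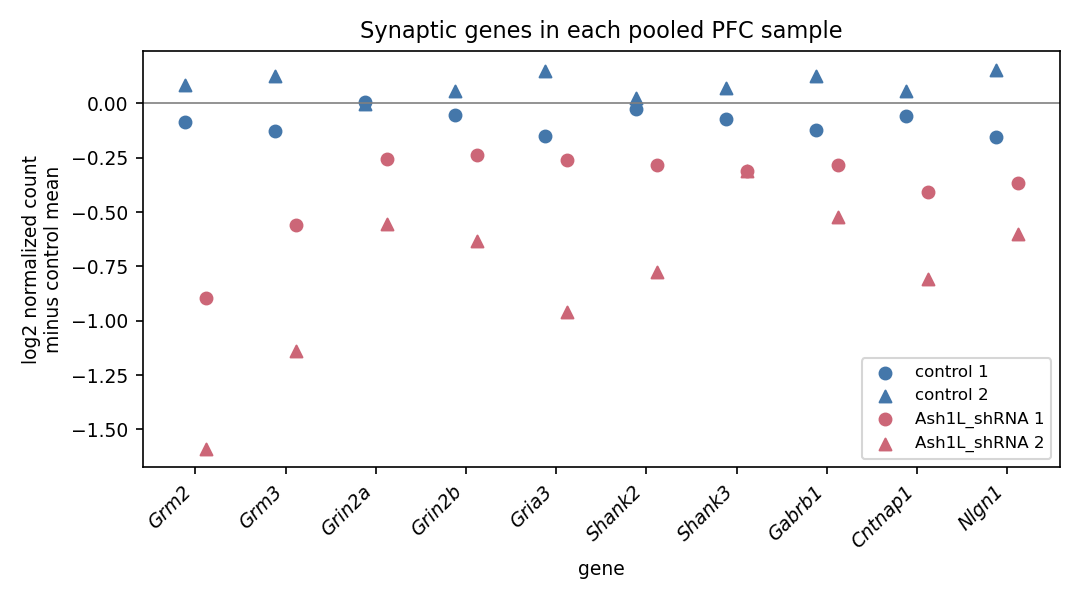
Log2 normalized count of each synaptic gene minus the mean of the control samples, with 1 point per pooled PFC sample. Both *Ash1L* shRNA samples lie below both control samples for each of these genes, and for *Shank3* they nearly coincide.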

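Supplementary Fig. 3b lists 6 UP genes at excitatory synapses. Of these, 4 were UP in edgeR's test and 5 with the replicate number as a block. Their log2 fold changes ran from 0.45 in *Vldlr* to 1.85 in *Epha2*, named here as the ends of the range. *Igsf3* and *Ptx3*, which were not called UP, had log2 fold changes of 0.49 and 1.77. For 5 of the 6 genes, both *Ash1L* shRNA samples exceeded both control samples, and 0 had an adjusted p under 0.05 over all genes tested in edgeR's quasi-likelihood test.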

To confirm the RNAseq data, we performed qPCR to examine the expression of selected synaptic genes. As shown in Fig. 3a, the mRNA level of excitatory synaptic genes *Grm2/3* (encoding mGluR2/3), *Grin2a*/b (encoding NR2A/B), and *Shank3* (encoding the PSD scaffold protein Shank3) were significantly decreased in mice infected with *Ash1L* shRNA AAV, while *Grin1* (encoding NR1) and *Gria1/2* (encoding GluR1/2) were largely unchanged. The inhibitory synaptic genes *Bsn* (encoding presynaptic scaffold protein Bassoon), *Pvalb* (encoding Parvalbumin), *Gabra1/b1/g2* (encoding GABA_A_ receptor α1, β1 and γ2 subunits) and *Scl6a1* (encoding GABA transporter GAT-1) were also significantly decreased in *Ash1L*-deficient mice.

**Fig. 3:**
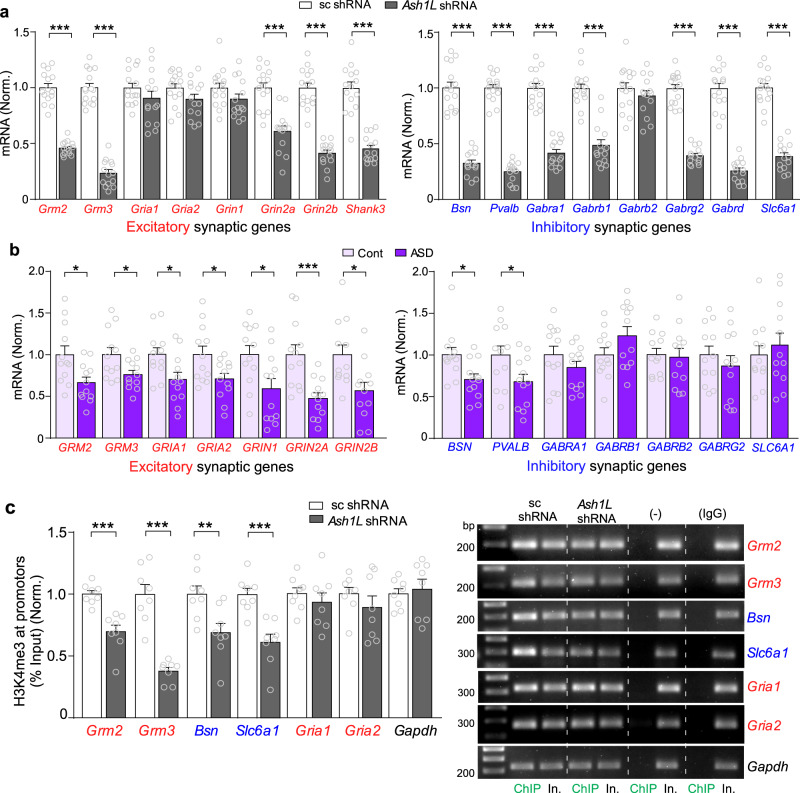
The transcriptional loss of synaptic genes by *Ash1L* deficiency are correlated with the reduced H3K4me3 enrichment at their promoters. **a**, **b** Quantitative real-time PCR showing the mRNA level of excitatory and inhibitory synaptic genes in PFC of mice infected with *Ash1L* shRNA vs. scrambled shRNA (**a**) or postmortem PFC tissues from ASD patients vs. control subjects (**b**). A, *n* = 14–15 mice (7–8 M,7 F)/group; B, *n* = 12 humans(10 M,2 F)/group, *p < 0.05, two-tailed *t* test. **c** ChIP assay showing the enrichment of H3K4me3 at the promoter region of *Grm2*, *Grm3*, *Bsn, Slc6a1*, and *Gapdh* in PFC of mice infected with *Ash1L* shRNA vs. scrambled shRNA AAV. *n* = 8 mice(4 M,4 F)/group. Inset: PCR images of the ChIP data. Rabbit IgG and omission of H3K4me3 antibody were used as the negative control. In.: input. All the full PCR gels are included in Supplementary Fig. 7d. Data are presented as mean values ± SEM. Detailed statistical data are provided in a Source Data file.

To find out the translational value of our mouse studies, we also examined the expression of synaptic genes in PFC (BA9) of human postmortem samples. A significant reduction of mRNA was found in autistic patients on excitatory synaptic genes *GRM2/3, GRIA1/2, GRIN1/2* *A/2B*, and inhibitory synaptic genes *BSN* and *PVALB*, but not *GABRA1/B1/B2/G2* (Fig. 3b). These data suggest that *Ash1L* deficiency in PFC induces the loss of selective synaptic genes at excitatory and inhibitory synapses, some of which are replicated in idiopathic autistic patients.

To find out whether the transcriptional inhibition of synaptic genes by *Ash1L* deficiency is linked to the reduction of permissive H3K4me3 level, which is required to maintain open chromatin states for activation of transcription^29,30^, we performed ChIP assays to examine H3K4me3 occupancy at the promoter region (±2Kb surrounding Transcription Start Site (TSS)) of these synaptic genes. As illustrated in the Genome browser snapshots of H3K4me1, H3K4me2, and H3K4me3 (GSE123652) at synaptic gene promoters (Supplementary Fig. 4), H3K4me3 has the most prominent occupancy. We found that H3K4me3 occupancy at promoters of *Grm2*, *Grm3, Bsn,* and *Slc6a1* was significantly reduced in *Ash1L* shRNA AAV-infected PFC, while no significant change was found on H3K4me3 occupancy at *Gria1, Gria2,* and *Gapdh* promoters (Fig. 3c). These data have linked the *Ash1L* deficiency-induced transcriptional loss of synaptic genes to H3K4me3 reduction in PFC.

### *Ash1L* deficiency in PFC causes neuronal hyperactivity and disrupts the balance of excitatory and inhibitory synaptic transmission

Given the synaptic gene alterations by *Ash1L* deficiency, we next performed whole-cell patch-clamp recordings in PFC slices. Deep layer glutamatergic pyramidal neurons in PFC, which show the clearest deficits in autistic children^18^, were selected for electrophysiological measurements. As shown in Fig. 4a, PFC pyramidal neurons with A*sh1L* deficiency exhibited the significantly increased frequency of synaptic-driven, spontaneous AP (sAP). Even at the hyperpolarized potential (−65 mV) when control mice had no neurons with spikes (0/20 cells/4 mice), most A*sh1L*-deficient PFC pyramidal neurons exhibited sAP firing (20/20 cells/4 mice), and some even had rhythmic bursting (6/20 cells/4 mice, Fig. 4b). These data indicate that *Ash1L* deficiency causes the hyperactivity of PFC glutamatergic neurons, which could be due to the altered synaptic inputs and/or intrinsic excitability.

**Fig. 4:**
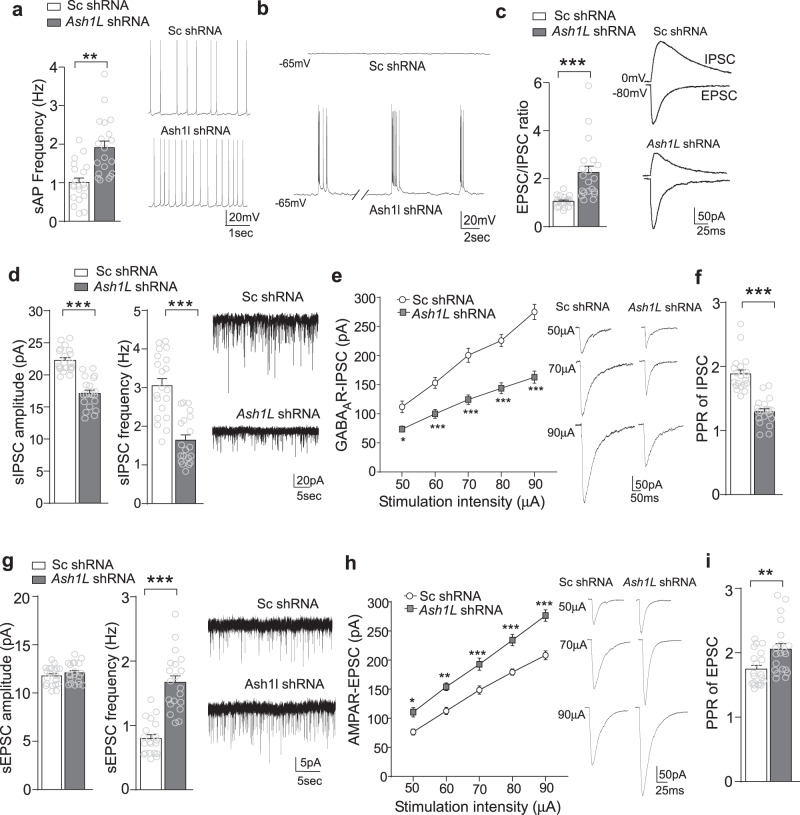
*Ash1L* deficiency induces the hyperactivity of PFC pyramidal neurons and disrupts the balance of excitatory and inhibitory synaptic responses. **a** Bar graphs showing the frequency of synaptic-driven spontaneous action potentials (sAP) in PFC pyramidal neurons from mice infected with scrambled (sc) shRNA vs. *Ash1L* shRNA AAV. *n* = 20 cells/4 mice (2 M,2 F)/group, *t*_38_ = 4.42, **p < 0.01, two-tailed t-test. Inset: representative sAP traces. **b** Representative traces showing the membrane excitability at the hyperpolarized level (−65 mV) in PFC pyramidal neurons infected with sc shRNA vs. *Ash1L* shRNA. **c** Bar graphs of evoked EPSC (recorded at −80 mV) to IPSC (recorded at 0 mV) ratio in PFC pyramidal neurons from mice infected with sc shRNA vs. *Ash1L* shRNA. *n* = 20 cells/4 mice (2 M,2 F)/group, *t*_38_ = 4.34, ***p < 0.001, two-tailed *t* test. Inset: representative EPSC and IPSC traces. **d**–**f** Bar graphs of spontaneous IPSC amplitude and frequency (**d**), input-output curves of evoked GABA_A_R-IPSC (**e**) and paired-pulse ratio (PPR) of IPSC (**f**) in PFC pyramidal neurons from mice infected with sc shRNA vs. *Ash1L* shRNA. *n* = 20 cells/4 mice (2 M,2 F)/group. **d**, *t*_38_ = 7.80 (amp), t_38_ = 6.19 (freq), ***p < 0.001, two-tailed *t* test; **e**, F_1,38(genotype)_ = 45.87, *p < 0.05, ***p < 0.001, two-way rmANOVA; **f**, *t*_38_ = 7.74, ***p < 0.001, two-tailed *t* test. Inset: representative sIPSC and eIPSC traces. **g**–**i** Bar graphs of spontaneous EPSC amplitude and frequency (**g**), input-output curves of evoked AMPAR-EPSC (**h**) and PPR of EPSC (**i**) in PFC pyramidal neurons from mice infected with sc shRNA vs. *Ash1L* shRNA. *n* = 20 cells/4 mice (2 M,2 F)/group, **g**, *t*_38_ = 7.52 (freq), ***p < 0.001, two-tailed *t* test; **h**, *F*_1,38(genotype)_ = 33.92, *p < 0.05, **p < 0.01, ***p < 0.001, two-way rmANOVA; **i**, *t*_38_ = 2.91, **p < 0.01, two-tailed t-test. Data are *p*resented as mean values ± SEM. Detailed statistical data are provided in a Source Data file.

To find out the physiological basis of the hyperactivity by *Ash1L* deficiency, we examined excitatory and inhibitory synaptic responses. As shown in Fig. 4c, the ratio of excitatory postsynaptic currents (EPSCs) to inhibitory postsynaptic currents (IPSCs) was significantly increased in PFC pyramidal neurons infected with *Ash1L* shRNA AAV, suggesting that the E/I balance is switched to more excitation by *Ash1L* deficiency.

Further recordings of GABA_A_R-mediated IPSC indicated that *Ash1L* deficiency induced a significant decrease of the amplitude and frequency of spontaneous IPSC (Fig. 4d), the input/output curve of IPSC evoked by a series of stimulation intensities (Fig. 4e), as well as the paired-pulse ratio (PPR) of evoked IPSC (Fig. 4f), a readout of presynaptic transmitter release^31^. In parallel, recordings of AMPAR-mediated EPSC indicated that *Ash1L* deficiency induced a significant increase of the frequency, but not the amplitude, of spontaneous EPSC (Fig. 4g), the input/output curve of evoked EPSC (Fig. 4h), as well as PPR of EPSC (Fig. 4i). These results suggest that *Ash1L* deficiency leads to the depression of GABAergic inhibition and the enhancement of glutamatergic excitation in PFC pyramidal neurons, probably via a pre- and postsynaptic mechanism.

We further examined the impact of *Ash1L* deficiency on intrinsic excitability and properties of PFC pyramidal neurons. As shown in Supplementary Fig. 5a, the frequency of action potentials evoked by injected currents was significantly higher in PFC pyramidal neurons from mice injected with A*sh1L* shRNA AAV. Moreover, ASH1L knockdown induced a significant increase of input resistance and a significant decrease of action potential threshold without changing capacitance or resting membrane potential (Supplementary Fig. 5b–e). 

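All tested genes with a symbol of each family, whether or not they were called, were compared with the other genes by limma's camera test on the counts. The families were chosen because the paper describes them as downregulated in these same data, so the test is not independent of that result. The symbols also match some pseudogenes, the noncoding *Kcnq1ot1* and genes for other proteins, such as regulators of a solute carrier. The 84 potassium channel genes had a median log2 fold change of -0.13. Of these, 18 were DOWN and 5 were UP, and the camera p was 0.012 (0.025 adjusted over 6 families). The 49 sodium, calcium, HCN and chloride channel genes had a median of -0.13, with 11 DOWN and 1 UP and a camera p of 0.0078 (0.024 adjusted). The 39 transporting ATPase genes had a median of -0.16, with 9 DOWN and 3 UP and a camera p of 0.031 (0.046 adjusted). The 285 solute carrier genes had a median of 0.0025, with 40 DOWN and 32 UP and a camera p of 0.474. Their median was -0.0024 when only genes with at least 10 counts in every sample were used. In the fit with the replicate block, the medians were -0.16 for potassium channels (camera p of 0.015), -0.12 for other channels (0.014), -0.15 for transporting ATPases (0.053) and 0.0093 for solute carriers (0.462). A correction for gene length gave a camera p of 0.055 for the transporting ATPases. Without the genes that are not family members, an alternative chosen after seeing the data, the medians were -0.15 for 83 potassium channel, -0.16 for 38 transporting ATPase and 0.0037 for 279 solute carrier genes, with camera p-values of 0.0090, 0.025 and 0.541. In Supplementary Fig. 5f, the listed genes that were DOWN in edgeR's test numbered 15 of 16 potassium channels, 6 of 6 other channels, 33 of 34 transporters and 8 of 11 transporting ATPases. With the block, these were 10, 4, 26 and 7. Among them, *Kcnj9* had a log2 fold change of -0.99 and *Clcn2* one of -0.74. *Slc22a6* fell by 1.23 on the log2 scale and *Atp2a3* fell by 0.78. These 4 are named as the largest fall of each group. Over all genes tested, 0 of the listed genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test.

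**Figure D5:**
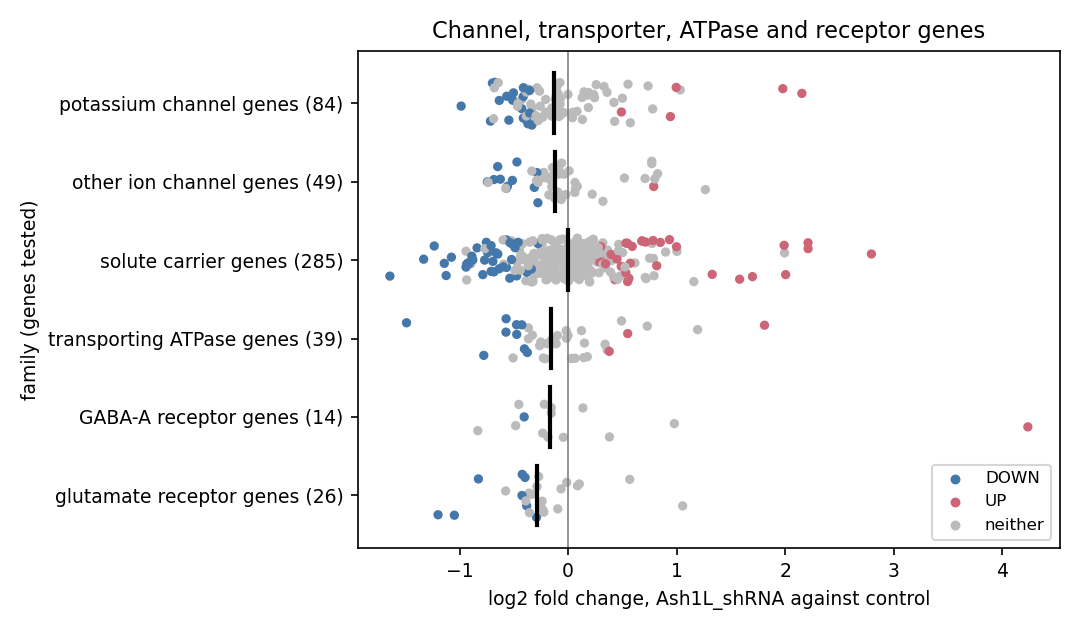
Log2 fold change of each tested gene (points) in 6 families, with the family median (black line) and the DOWN and UP calls in colour. The solute carrier median lies at 0.0025, changing sign at a filter of 10 counts, and the other 5 medians lie below 0.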

RNAseq analysis revealed that a number of genes encoding voltage-gated potassium channels and other ion channels, transporters and transporting ATPases were significantly downregulated by *Ash1L* deficiency (Supplementary Fig. 5f), which may underlie the elevated intrinsic excitability.

### *Ash1L* deficiency in PFC induces seizures, which is ameliorated by combined chemogenetic and pharmacological treatment to restore synaptic balance

Next, we examined behavioral phenotypes by *Ash1L* deficiency in PFC. We found that mice with PFC injection of *Ash1L* shRNA AAV displayed epileptic phenotypes, as indicated by the different stages of seizures (Fig. 5a) based on the Racine seizure behavior scoring paradigm^32^. These mice usually died at 7-9 days after viral injection (Fig. 5b). Dead mice displayed a typical pose with clenched forelimbs and stretched-out hind limbs, indicating that they died from status epilepticus. EEG recordings from PFC of mice with *Ash1L* deficiency showed epileptiform activity (an interictal marker of epilepsy) at 1–2 days before overt seizures, and high amplitude spike- and wave-complexes while displaying seizures (Fig. 5c). The percentage total power of delta frequency was significantly increased, and the gamma frequency was significantly decreased in *Ash1L* deficiency mice with epileptiform activity and with seizures (Fig. 5d, e).

**Fig. 5:**
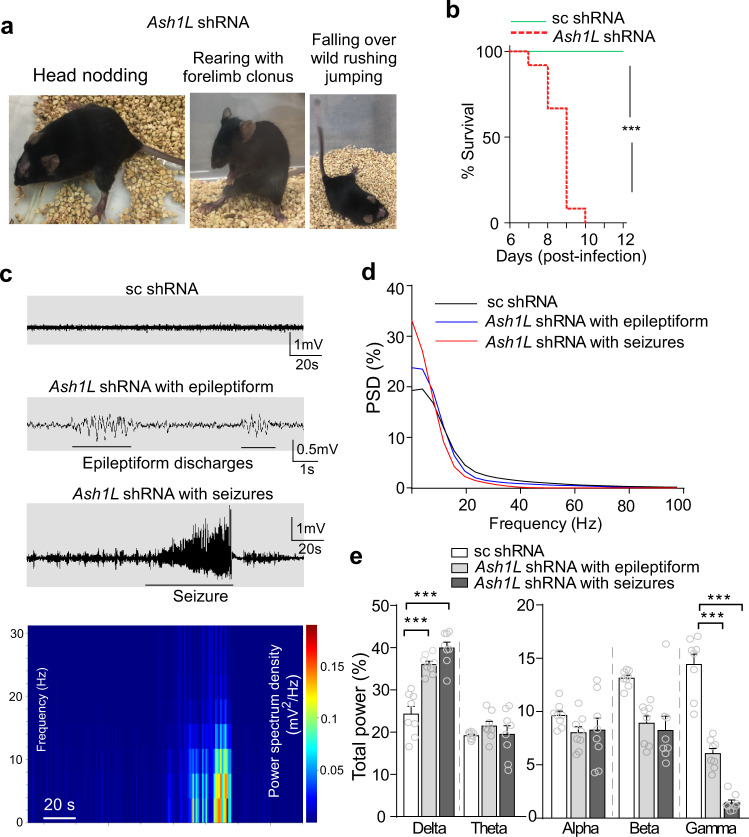
*Ash1L* deficiency in PFC induces epileptic seizures and mortality. **a** Snapshot pictures showing *Ash1L* shRNA-infected mice with seizures at different stages based on the Racine seizure behavior scoring paradigm. **b** Survival curves showing the mortality rates in mice infected with scrambled shRNA vs. *Ash1L* shRNA AAV. *n* = 20 mice(10 M,10 F)/group, ***p < 0.001, Mantel–Cox test. **c** Representative EEG traces from mice with PFC injection of scrambled shRNA or *Ash1L* shRNA AAV showing epileptiform discharges or seizures (high-frequency, high-voltage, rhythmic activity with clear onset, progression, and termination). Bottom: Spectrogram showing the frequency and power density (color scale, blue: 0; red: 0.2 mV2/Hz) before, during, and after seizures. **d**, **e** Comparison of total power spectral density (PSD, **d**) and the relative power in each EEG frequency band (**e**) between mice infected with scrambled shRNA vs. *Ash1L* shRNA AAV. EEG band: Delta (0.1–4 Hz), theta (4–8 Hz), Alpha (8–13 Hz), beta (13–30 Hz), and gamma (30–60 Hz). *n* = 8 mice(4 M,4 F)/group, ***p < 0.001; **p < 0.01, two-tailed *t* test. Data are presented as mean values ± SEM. Detailed statistical data are provided in a Source Data file.

The seizure phenotype could be due to E/I imbalance resulting from depressed GABAergic inhibition and enhanced glutamatergic excitation by *Ash1L* deficiency. One treatment strategy is to use the GABAAR positive allosteric modulator diazepam (DZ) to enhance GABAergic inhibition. Another treatment strategy is to use CaMKII-driven Gi-coupled DREADD (Designer Receptors Exclusively Activated by Designer Drugs) to inhibit pyramidal neuron activity. Gi-DREADD is activated by exogenous administration of the small molecule clozapine-N-oxide (CNO), which can induce neuronal silencing^33^. This chemogenetic technology has been used to suppress seizures^34,35^.

To test this, we co-injected Gi-DREADD and *Ash1L* shRNA AAV to the PFC of mice. A timeline of treatment is illustrated in Fig. 6a. As shown in Fig. 6b, most of DREADD-expressing pyramid neurons had *Ash1L* knockdown (96 ± 1.5% co-infection, *n* = 3 mice). Mice infected with *Ash1L* shRNA and Gi-DREADD displayed seizures at 7–9 days post-injection. Administration of DZ (10 mg/kg, i.p. twice daily for 3 days) failed to ameliorate mortality in *Ash1L-*deficient mice (Fig. 6c), suggesting that targeting the GABA system alone is not sufficient. Administration of CNO (10 mg/kg, i.p. twice daily for 3 days) alone was also incapable of limiting mortality (Fig. 6c). However, after the dual treatment with CNO and DZ, the high mortality of *Ash1L*-deficient mice was completely reversed (Fig. 6c). EEG showed that the seizure-associated high amplitude spike- and wave-complexes were terminated by CNO + DZ treatment (Fig. 6d). Patch-clamp recordings showed that the dual treatment significantly reduced AMPAR-mediated EPSC, enhanced GABA_A_R-mediated IPSC, and decreased EPSC/IPSC ratio to the normal range (Fig. 6e). These results suggest that seizures and E/I imbalance induced by *Ash1L* deficiency could be mitigated by the combined excitatory neuron activity suppression and inhibitory synaptic transmission potentiation.

**Fig. 6:**
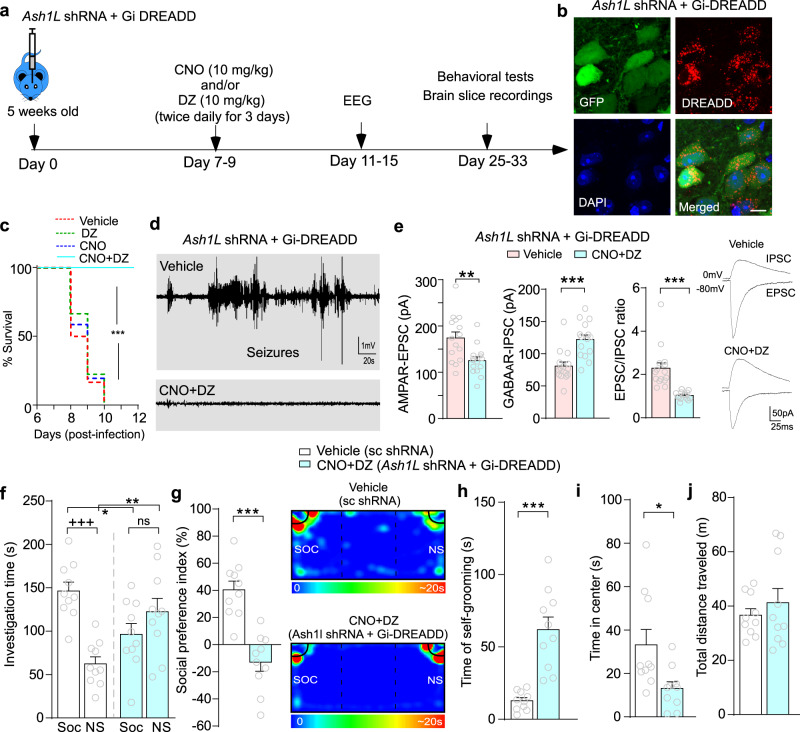
Combined chemogenetic and pharmacological treatment of *Ash1L*-deficient mice ameliorates seizures, but not other ASD-related behavioral deficits. **a** A schematic diagram of the timeline for treatment and experimental measurements. **b** Confocal images showing CaMKII-driven Gi-DREADD (red) expression in *Ash1L* shRNA (Green)-infected PFC pyramidal neurons. Scale bar: 10 μm. **c** Survival curves showing the mortality rates of *Ash1L-*deficient mice (w/Gi-DREADD) treated with vehicle or CNO + diazepam (DZ). **d** Representative EEG traces from *Ash1L-*deficient mice treated with vehicle, DZ alone, CNO alone, or CNO + DZ. *n* = 12 mice(6 M,6 F)/group, ***p < 0.001, Mantel-Cox test. **e** Bar graphs showing EPSC, IPSC, and EPSC/IPSC ratio recorded in PFC pyramidal neurons from *Ash1L-*deficient mice treated with vehicle or CNO + DZ. *n* = 15 cells/4 mice (2 M,2 F)/group, **p < 0.01, ***p < 0.001, two-tailed *t* test. **f**, **g** Bar graphs showing the amount of time spent on interacting with the social (Soc) vs. nonsocial (NS) stimulus (**f**) and social preference index (**g**) in 3-chamber social preference tests of *Ash1L-*deficient mice (w/Gi-DREADD) treated with CNO + DZ vs. control mice (infected with scrambled shRNA) treated with vehicle. *n* = 10 mice(5 M,5 F)/group, f, *p < 0.05, **p < 0.01, +++*p* < 0.001 (Soc vs. NS), two-way ANOVA; **g**, *t*_18_ = 5.75, ***p < 0.001, two-tailed *t* test. Inset: representative heatmaps illustrating the time spent in different locations of the 3 chambers (color scale, blue: 0 sec; red: ~20 sec). **h**–**j** Bar graphs showing the time spent in self-grooming (**h**), the time in center of open field tests (i), and the distance traveled in locomotion tests (**j**) of *Ash1L-*deficient mice treated with CNO + DZ vs. control mice treated with vehicle. *n* = 10 mice (5 M,5 F)/group, **h**, *t*_18_ = 5.48, ***p < 0.001; **i**, *t*_18_ = 2.6, *p < 0.05, two-tailed *t* test. Data are presented as mean values ± SEM. Detailed statistical data are provided in a Source Data file.

The elimination of seizures by CNO + DZ treatment enabled us to test other behavioral phenotypes in mice with *Ash1L* deficiency in PFC. The two core symptoms of ASD, social deficits and repetitive behaviors, were first examined. Compared to the vehicle control group, in the three-chamber social preference test^36^, mice with *Ash1L* deficiency spent significant less time interacting with the social stimulus and significant more time interacting with the nonsocial stimulus, consequently had a significant loss of social preference index (Fig. 6f, g). Moreover, *Ash1L*-deficient mice spent significantly more time on self-grooming (Fig. 6h), a rodent behavior thought to model repetitive behaviors observed in human ASD patients^37^. In the open-field test, *Ash1L*-deficient mice spent significant less time in the center, suggesting increased anxiety (Fig. 6i), while they did not exhibit significant changes on locomotion (Fig. 6j). CNO or DZ did not affect sociability, repetitive behavior, anxiety, or locomotion in the vehicle control group (Supplementary Fig. 6), suggesting that the phenotypes of *Ash1L*-deficient mice are unlikely due to the pharmacological treatment. These data indicate that mice with *Ash1L* deficiency in PFC exhibit ASD-like behavioral deficits beyond seizures, which could not be ameliorated by CNO + DZ treatment.

## Discussion

Histone methylation plays a key role in maintaining transcriptional homeostasis via the activation and repression of gene transcription^29,38^. Histone methyltransferases and demethylases that control histone methylation have been identified as the most prominent ASD risk genes^1–3,8,39^. One of the histone methyltransferases, *ASH1L*, is a top-ranking ASD risk factor, and LOF mutations of *ASH1L* causes the manifestation of phenotypes associated with neurodevelopmental disorders^1,3,7,40–44^. ASH1L contains a conserved SET domain and acts as an activator of target genes by conferring a relaxed chromatin structure via H3K4 and H3K36 methylation^10,13,45^. Ash1L epigenetically affects the expression of osteogenic and chondrogenic transcription factors via modifying the enrichment of H3K4me3 on their promoter regions^46^. However, the role of Ash1L in regulating neuronal genes is largely unknown. Here we have found the significantly decreased expression of *ASH1L* and H3K4me3 in postmortem PFC tissues from idiopathic ASD patients, which may contribute to the alteration of H3K4me3 landscapes in PFC of ASD patients^47^.

Our transcriptomic analyses have identified a significant effect of *Ash1L* deficiency in PFC on risk genes associated with ASD, epilepsy, and ID. Downregulated genes by loss of *Ash1L* are enriched in neuronal communication/synaptic function and chromatin remodeling/gene transcription, such as *Grin2b*, *Slc6a1*, *Shank2/3, Pten*, *Arid1b*, *Bcl11a*, and *Foxp1/2*, which are also high-risk autism genes identified by transcriptomic analysis of autistic human brains^2,48^. It suggests that *Ash1L* deficiency in PFC leads to disrupted synaptic homeostasis, a key pathophysiological mechanism of ASD and related neurodevelopmental disorders^2,49–54^. The decreased transcription of synaptic genes by *Ash1L* deficiency is correlated with the decreased H3K4me3 occupancy at their promoters from our ChIP data. Consistently, in human PFC during early postnatal development, neuron-specific H3K4me3 peaks are enriched in synaptic transmission components^55^. H3K4me3 has a much higher level of enrichment at synaptic gene promoters than H3K4me1 or H3K4me2.

Comparing our RNAseq data with the ASH1L genomics datasets^56,57^, we did not find much overlapped target genes, probably because both of the prior studies used neural progenitor cell lines, which do not have the well-developed expression of synaptic genes as the mature cortical neurons that we used from young adult mice. However, when comparing the GO pathways between the Ash1L KD LUHME model^57^ and our Ash1L KD mouse model, there is a general overlap involved in “synaptic transmission” and “synapse organization”.

Aberrant synaptic function is thought to be a major pathogenic factor in ASD^1,58^. Our physiological results have confirmed the synaptic dysfunction by *Ash1L* deficiency. The increased E/I ratio leads to hyperactivity of PFC pyramidal neurons. The diminished synaptic inhibition by *Ash1L* deficiency could result from the loss of GABA synapses or GABAergic interneurons or GABA_A_ receptors because of the reduced expression of inhibitory synaptic genes *Bsn*, *Pvalb*, and *Gabra1/b1/g2*. On the other hand, the elevated synaptic excitation by *Ash1L* deficiency could result from the loss of mGluR2/3-mediated inhibition of glutamate release because of the reduced expression of excitatory synaptic genes *Grm2* and *Grm3*. In addition to synaptic imbalance, *Ash1L* deficiency-induced hyperactivity of PFC glutamatergic neurons may also be attributable to the elevated intrinsic excitability, which could result from the downregulation of genes encoding voltage-gated potassium channels and transporters.

The elevated PFC pyramidal neuronal excitability, increased E/I ratio, and excessive synchronized cortical network activity of *Ash1L*-deficient mice is linked to seizures, which recapitulates the phenotype of some autistic children carrying *ASH1L* variants^8^. Among ASD children aged 2 to 17, up to 40% have epilepsy, and up to 80% present epileptiform or EEG abnormalities^59–61^. A latest clinical report also shows that a de novo *ASH1L* truncating mutation causes seizures (refractory epilepsies) in twin sisters^62^. The diminished GABAergic inhibition and elevated glutamatergic excitation by *Ash1L* deficiency prompted us to target these systems for therapeutic intervention. The GABA_A_R positive allosteric modulator Diazepam (DZ), which has been commonly used to treat seizures^63^, is insufficient to mitigate seizures in *Ash1L*-deficient mice, consistent with the reports that most of the epileptic patients with ASD remain refractory to available medications^34,64^. So we combined DZ with hM4Di DREADD to dampen glutamatergic neuronal activity, which can suppress spontaneous seizures in mouse models for epilepsy^34,64^. Remarkably, the dual treatment ameliorated seizures, PFC hyperactivity, and synaptic imbalance induced by *Ash1L* deficiency. Moreover, the effect of CNO + DZ is long-lasting, with no recurring seizures after the 3-day dual treatment over 4–6 months. The reason for this prolonged therapeutic effect is not known. We speculate that seizure sensitivity is higher in the adolescent stage (5–6 weeks old) when PFC is still under development. Once seizures are prevented from occurring at the young age with CNO + DZ treatment, the restored E/I balance in PFC keeps adult mice devoid of seizures. Whether these treated mice with *Ash1L* deficiency are still prone to seizure-inducing stimuli awaits to be further studied.

After elimination of seizures, mice with the PFC knockdown of *Ash1L* exhibit significant social preference deficits, repetitive grooming, and anxiety-related behaviors, all of which are consistent with the phenotypes of a mouse model with *Ash1L* knockout in the developing brain^56^. The pathophysiological mechanisms underlying these autism-like behaviors caused by *Ash1L* deficiency and therapeutic strategies to rescue these abnormalities will be investigated in future studies.

In summary, our results have revealed a causal relationship between the deficiency of *Ash1L* and the dysregulation of synaptic gene transcription and the alteration of neuronal excitability (Fig. 7). It provides a mechanistic framework to understand how the three sets of genetic disruptions commonly found in autism (synaptic, transcriptional, and chromatin genes)^1^ are potentially interconnected.

**Fig. 7:**
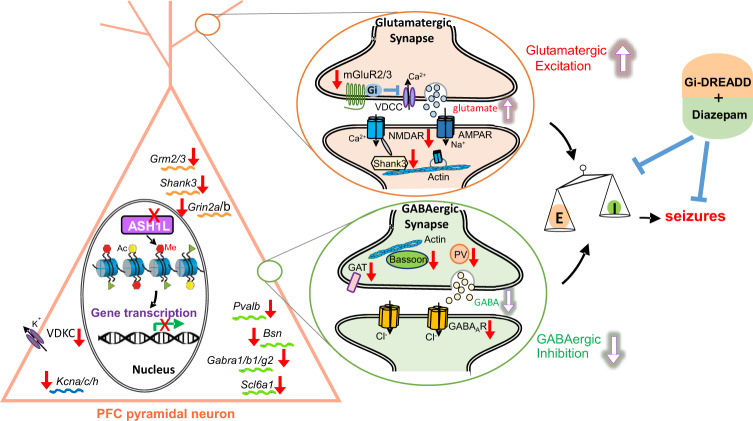
A schematic model showing the causal relationship between *Ash1L* deficiency and altered synaptic gene expression and neuronal excitability. Knockdown of *Ash1L*, a histone methyltransferase catalyzing the permissive H3K4me3, causes the reduced H3K4me3 at synaptic gene promoters, leading to the reduced transcription of excitatory synaptic genes (e.g., *Grm2/3, Grin2a/b, Shank3*) and inhibitory synaptic genes (e.g., *Bsn*, *Pvalb*, *Gabra1/b1/g2, Scl6a1*). Consequently, glutamatergic transmission is elevated, which is likely due to the loss of Gi-coupled mGluR2/3-mediated inhibition of voltage-dependent calcium channels (VDCC) and glutamate release^70^, while GABAergic transmission is diminished, which is likely attributable to the loss of GABAergic synapses or postsynaptic GABA_A_Rs. The E/I balance is switched to more excitation, which induces severe seizures and early mortality. Treatment with the Gi-DREADD and GABA_A_R positive allosteric modulator diazepam can ameliorate E/I imbalance and limit seizures.

## Methods

### Animals, human postmortem tissues, and compounds

All experiments were performed with the approval of the institutional animal care and use committee (IACUC) in State University of New York at Buffalo. Wild-type (WT) mice (5 weeks old, male and female) with C57BL/6 J background were used in this study. Mice were group-housed (temperature: 72 °F; humidity: 56%) with *ad libitum* food accessibility in the 12-hr light-dark cycle (light: 6 am–6 pm; dark: 6 pm–6 am) and Experiments were carried out by investigators in a blinded fashion (with no prior knowledge of treatments).

Frozen human postmortem tissues (Brodmann’s Area 9) from autism patients and age-matched healthy controls were provided by NIH NeuroBioBank. Detailed information about these ASD patients is included in Supplementary Data 6. Our cohort was composed of 12 humans with autism (10 males, 2 females) and 12 unaffected controls (10 males, 2 females). The median age at death was 12 years (range 5–19). Upon arrival, tissue was stored in a −80 °C freezer until used for RNA and protein extraction^65^. This study complied with all relevant ethical regulations for work with human participants and was approved by the NIH NeurobioBank Review Board.

Clozapine-*N*-oxide dihydrochloride (CNO) (Tocris) or diazepam (Sigma) was dissolved in saline or dimethyl sulfoxide (DMSO) to make the stock solution (10 mg/ml) and stored at −20 °C. Before use, the stock solution was diluted with saline. Each injection was 10 mg/kg of body weight.

### Virus generation and delivery

To knockdown *Ash1L*, short-hairpin RNA (shRNA) sequence (GCTGTGTGTTGGACCTTTATA) was cloned into GFP-tagged adeno-associated virus (AAV) vector (Addgene) under the control of U6 promotor. 

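The sequence GCTGTGTGTTGGACCTTTATA matched the transcripts of 1 gene, *Ash1l*, without a mismatch. No other gene of GENCODE's mouse annotation matched with up to 3 mismatches, and 23 genes matched with 4. The target covers positions 89070614 to 89070634 of chromosome 3 (mm10, plus strand), within the coding sequence. In transcript ENSMUST00000186583 it lies in exon 24 of 28, at bases 8717 to 8737 of 11644. In transcript ENSMUST00000090933 it lies in exon 23 of 27. The 40 bases before it read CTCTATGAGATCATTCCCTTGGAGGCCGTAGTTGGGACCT, and the 40 bases after it read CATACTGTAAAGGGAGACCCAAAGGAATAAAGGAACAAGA. The *Ash1l* qPCR primers match upstream of the target, the forward primer at 89066371 to 89066390 in exon 20 and the reverse primer across the junction of exons 22 and 23 of the same 28-exon transcript.

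**Figure D6:**
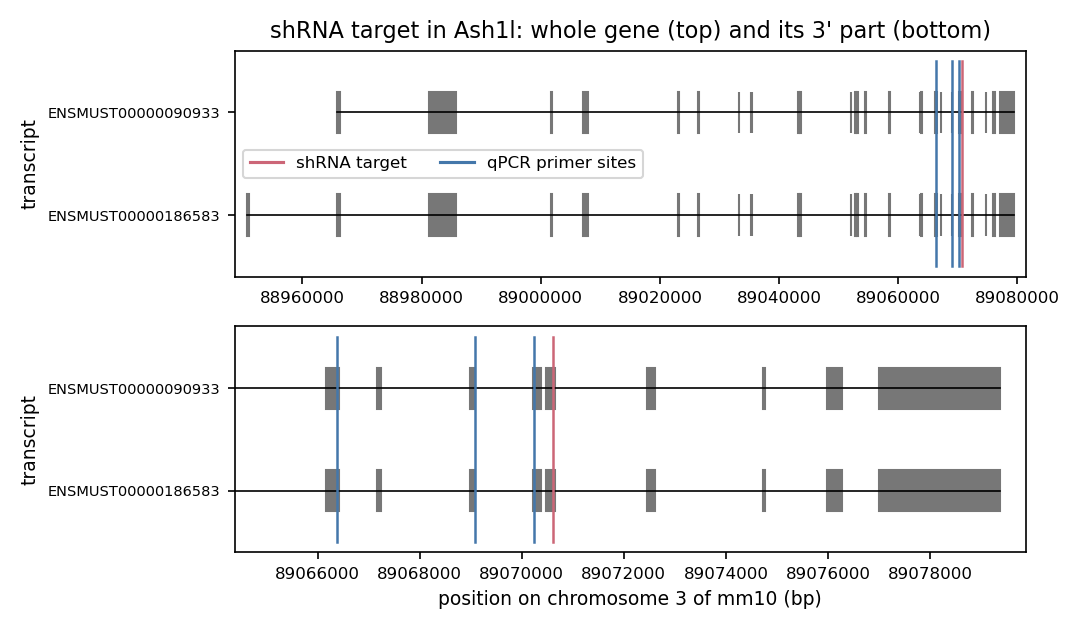
Exons (boxes) of the *Ash1l* transcripts on chromosome 3, with the shRNA target and the qPCR primer sites as vertical lines. The target at 89070614 lies downstream of the primer sites, in the 3′ part of the gene.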

Viral particles (titer: 1.3 × 10^14^ vg/ml) were produced by the viral core center of Emory University. Ash1L shRNA AAV was bilaterally injected to the medial PFC (2.0 mm anterior to bregma; 0.25 mm lateral; 2.0 mm deep; 0.5 μl each side) of WT mice (5 weeks old) as we described before^66,67^. In brief, mice were anesthetized and placed on a stereotaxic apparatus (David Kopf Instruments, Tujunga, CA). The injection was carried out with a Hamilton syringe (needle gauge 31) at a speed of ~0.1 μl/min and the needle were kept in place for an additional 5 min. In some experiments, a CaMKII-driven hM4Di (Gi) DREADD and Ash1L shRNA (1:1 mixture) were injected into mPFC.

### Quantitative real-time RT-PCR

Total RNA was isolated from mouse PFC punches or human postmortem tissues using Trizol reagent (Invitrogen) and treated with DNase I (Invitrogen) to remove genomic DNA. Then iScriptTM cDNA synthesis Kit (Bio-Rad) was used to obtain cDNA from the tissue mRNA. Quantitative real-time PCR was carried out using the iCycler iQ™ RealTime PCR Detection System and iQ™ Supermix (Bio-Rad) according to manufacturer’s instructions. In brief, GAPDH was used as the housekeeping gene for quantitation of the expression of target genes in samples from mice infected with scrambled shRNA or Ash1L shRNA AAV. Fold changes in the target genes were determined by: Fold change = 2^−∆(∆CT)^, where ∆CT = C_T_(target) − C_T_(GAPDH), and ∆(∆C_T_) = ∆C_T_(Ash1L shRNA) − ∆C_T_(scrambled shRNA) or ∆(∆C_T_) = ∆C_T_(ASD patients) − ∆C_T_(Control). C_T_ (threshold cycle) is defined as the fractional cycle number at which the fluorescence reaches 10x of the standard deviation of the baseline. A total reaction mixture of 20 μl was amplified in a 96-well thin-wall PCR plate (Bio-Rad) using the following PCR cycling parameters: 95 °C for 5 min followed by 40 cycles of 95 °C for 45 s, 55 °C for 45 s, and 72 °C for 45 s. Primers for all target genes are listed in Supplementary Data 7.

### Western blotting of nuclear proteins

Nuclear extracts from mouse brains or human postmortem tissues were prepared according to the manufacturer’s instructions (Life Technologies) with modifications. Briefly, PFC punches from mouse slices containing GFP fluorescence or human postmortem tissues were collected, and then homogenized with 500 μl hypotonic buffer (20 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.5% NP-40, 1 mM PMSF, with cocktail protease inhibitor). The homogenate was incubated on ice for 15 min and followed by centrifugation at 3,000 g, 4 °C for 10 min. The nuclear pellet was resuspended in 50 μl nuclear extract buffer (100 mM Tris-HCl, pH 7.4, 100 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, 10% glycerol, 1 mM PMSF, with cocktail protease inhibitor) and incubated on ice for 30 min with periodic vortexing to resuspend the pellet. After centrifugation, the supernatant for nuclear fractions was collected, boiled in 2 × SDS loading buffer for 5 min, and then separated on 6 or 12% SDS-polyacrylamide gels. Western blotting experiments for nuclear proteins were performed with antibodies against Ash1L (1:1000, LSBio, LS-B11718), H3K4me3 (1:1000, Cell Signaling, 9751), H3K36me2 (1:1000, Cell Signaling, 2901), H3K36me3 (1:1000, Cell Signaling, 9763), and Histone 3 (1:500, Cell Signaling, 4499).

### Chromatin immunoprecipitation (ChIP)

Briefly, PFC punches from mouse slices containing GFP fluorescence were collected. The dissected brain tissues from three mice were pooled as a single sample. Each sample was homogenized in 250 μl ice-cold douncing buffer (10 mM Tris-HCl, pH 7.5, 4 mM MgCl_2_,1 mM CaCl_2_). The homogenized sample was incubated with 12.5 μl micrococcal nuclease (5 U/ml, Sigma, N5386) for 7 min and terminated by adding EDTA at a final concentration of 10 mM. Then, hypotonic lysis buffer (1 ml) was added and incubated on ice for 1 hr. The supernatant was transferred to a new tube after centrifugation. After adding 10× incubation buffer (50 mM EDTA, 200 mM Tris-HCl, 500 mM NaCl), 10% of the supernatant was saved to serve as input control. To reduce nonspecific background, the supernatant was pre-cleared with 100 μl of salmon sperm DNA/protein A agarose-50% slurry (Millipore, 16–157) for 2 h at 4 °C with agitation. The pre-cleared supernatant was incubated with antibodies against H3K4me3 (8 μg per reaction; ab8580, Abcam) overnight at 4 °C under constant rotation, following by incubation with 60 μl of Salmon Sperm DNA/Protein A agarose 50% Slurry for 2 h at 4 °C. After washing for five times, bound complex was eluted twice from the beads by incubating with the elution buffer (100 μl) at room temperature. Proteins and RNA were removed by using proteinase K (Invitrogen) and RNase (Roche). Then, immunoprecipitated DNA and input DNA were purified by QIAquick PCR purification Kit (Qiagen). Quantification of ChIP signals was calculated as percent input. Purified DNA was subjected to qPCR reactions with primers against mouse *Grm2* promoter (Forward, 463 bp to 482 bp relative to TSS, 5′-GTCTTCAACCCTGATCCTCT-3′; Reverse, 632 bp to 651 bp relative to TSS, 5′-CTTGGGATTGGTAAGGAACT-3′), *Grm3* promoter (Forward, −482 bp to −461 bp relative to TSS, 5′-ATTCACCAACCTTTGTATGC-3′; Reverse, −253 bp to −232 bp relative to TSS, 5′-CCTCATTCTTCTCCTTTCCT-3′), *Slc6a1* promoter (Forward, 700 bp to 719 bp relative to TSS, 5′-CCAATGTCCTCTCAAAACAG -3′; Reverse, 869 bp to 888 bp relative to TSS, 5′-GCTAGCATCAAGTTCCACTC -3′), *Bsn* promoter (Forward, −462 bp to −444 bp relative to TSS, 5′-ATGTGGGCTCCTAACTCAC-3′; Reverse, −296 bp to −278bp relative to TSS, 5′-TACGTCTGTAATGCCAGTCA -3′), *Gria1* promoter (Forward, 738 bp to 757 bp relative to TSS, 5′-AACAGGGTTCAGAGTGCTTA -3′; Reverse, 931 bp to 950 bp relative to TSS, 5′-AATGCAATCAACCTAGCATC-3′), *Gria2* promoter (Forward, −496 bp to −477 bp relative to TSS, 5′-ATAGCAACCGGAAATCAGTT-3′; Reverse, −366 bp to −345 bp relative to TSS, 5′-GCCTCTTAGAGACCTCCAGT-3′), *Gapdh* promoter (Forward, −1192 bp to −1171 bp relative to TSS, 5′-TGTGCCCCATAACACAGCAT-3′; Reverse, −997 bp to −976 bp relative to TSS, 5′-TCCTGCAGACCCCTTAGTGT-3′).

### RNA-sequencing and bioinformatics analyses

Total RNA was isolated from mouse PFC punches containing GFP fluorescence using the RNAeasy Mini kit coupled to an RNase-free DNase step (Qiagen). The dissected brain tissues from three mice were pooled as a single sample. The RNA-seq libraries were constructed by TruSeq stranded total RNA plus Ribo-Zero kits (Illumina). Sequencing was carried out with the HiSeq 2500 platform (Illumina) at the Genomics and Bioinformatics Core of the State University of New York at Buffalo.

Raw fastq paired-end sequencing reads were aligned to the mouse reference genome mm10 using RNA STAR (Galaxy version 2.7.5b). Gene expression of mapped reads were then measured using featureCounts (Galaxy Version 1.6.4 + galaxy1), which produces compatible gene expression matrices. We then used DEseq2 (Galaxy Version 2.11.40.2) for differential gene expression analysis under default settings with featureCounts data as input. The differentially expressed genes (DEGs) between genotypes were defined with at least 1.2-fold change (FC) and P < 0.05 (compared to controls). 

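With a limit of 1.5-fold in place of 1.2-fold, edgeR's test left 491 DOWN and 765 UP genes. In counts simulated for 2 samples against 2, 4.84% of the 15856 unchanged genes had a P under 0.05 without adjustment. The P limit carries no adjustment for the number of genes tested, and the listed genes of Supplementary Data 1 and 2 include P-adj values above it. The listed P-adj was under 0.05 for 162 DOWN and 242 UP genes, from the paper's DESeq2 test. Of the 1261 genes in Supplementary Data 1, 1132 were DOWN in edgeR's test, and of the 1181 genes in Supplementary Data 2, 1080 were UP. Every listed gene that was tested had its fold change in the listed direction.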

GO analyses was performed using DAVID Functional Annotation Bioinformatics Microarray Analysis^68^.

### Immunohistochemistry

Mice were anesthetized and transcardially perfused with PBS, followed by 4% paraformaldehyde before brain removal. Brains were post-fixed in 4% PFA overnight and cut into 100 μm slices coronally. Slices were washed and blocked for 1 h in PBS containing 5% BSA and 0.05% Triton. After washing, slices were incubated with the primary antibody against H3K4me3 (1:500, Cell Signaling, 9751) or NeuN (1:1000, Millipore, MAB377) overnight at 4 °C. After washing three times in PBS, slices were incubated with secondary antibodies (Alexa Fluor 594, Invitrogen A11037) for 1 h at room temperature, followed by three washes with PBS. Slices were mounted on slides with Vectashield mounting media (Vector Laboratories). Images were acquired using a 63 × objective on a Leica TCS SP8 confocal microscope. All specimens were imaged under identical conditions and analyzed with identical parameters using Image J software (version 1.52d, NIH).

### Electrophysiological recordings of brain slices

Whole-cell voltage-clamp recording technique was used to measure synaptic currents in layer five pyramidal neurons of prefrontal cortical slices, as previously described^67,69^. Mouse slices (300 μm) were positioned in a perfusion chamber attached to the fixed stage of an upright microscope (Olympus) and submerged in continuously flowing oxygenated ACSF (in mM: 130 NaCl, 26 NaHCO_3_, 1 CaCl_2_, 5 MgCl_2_, 3 KCl, 1.25 NaH_2_PO_4_, 10 glucose, pH 7.4, 300 mOsm). Layer V mPFC pyramidal neurons were visualized with a 40X water-immersion lens and recorded with the Multiclamp 700 A amplifier (Molecular Devices, Sunnyvale, CA) and Clampex software 9 (Molecular Devices, Sunnyvale, CA).

For spontaneous inhibitory postsynaptic current (sIPSC) recording, neurons were held at −70 mV, and 25 μM CNQX was added to ACSF. Recording pipette contained the following internal solution (in mM: 100 CsCl, 30 N-methyl-D-glucamine, 10 HEPES, 4 NaCl, 1 MgCl_2_, 5 EGTA, 2 QX-314, 12 phosphocreatine, 5 MgATP, 0.5 Na_2_GTP, pH 7.2–7.3, 265–270 mOsm). For spontaneous excitatory postsynaptic current (sEPSC) recording, neurons were held at −70 mV, and 25 μM bicuculline was added to ACSF. Recording electrodes contained the following internal solution (in mM: 130 Cs-methanesulfonate, 10 CsCl, 4 NaCl, 10 HEPES, 1 MgCl_2_, 5 EGTA, 2 QX-314, 12 phosphocreatine, 5 MgATP, 0.2 Na_2_GTP, 0.1 leupeptin, pH 7.2–7.3, 265–270 mOsm).

Since sIPSC and sEPSC were measured in glutamate and GABA blockers respectively, which could miss network-level compensation of basal synaptic inhibition, E/I balance was measured by recording evoked AMPAR-EPSC (at −80 mV) and GABA_A_R-IPSC (at 0 mV) in the absence of blockers. Evoked synaptic current was generated with a pulse from a stimulation isolation unit controlled by a S48 pulse generator (Grass Technologies, West Warwick, RI). A bipolar stimulating electrode (FHC, Bowdoinham, ME) was placed ~100 μm from the neuron under recording. The same stimulation pulse (0.4 ms, 70 μA) was used for evoked EPSC and IPSC recordings. For input-output responses, synaptic current was elicited by a series of pulses with different stimulation intensities (50–90 μA) delivered at 0.05 Hz. For paired-pulse ratios, AMPAR-EPSC or GABA_A_R-IPSC was evoked by double pulses with a 50 ms interval.

To record the synaptic-driven spontaneous action potential (sAP), slices were bathed in a modified ACSF with low (0.5 mM) MgCl_2_ to elevate neuronal activity, which more closely mimics the ionic composition of the brain interstitial fluid in situ. No AMPA or GABA_A_ receptor blockers were added in sAP recordings. Whole-cell current-clamp techniques were used to measure action potential firing with the internal solution containing (in mM: 20 KCl, 100 K-gluconate, 10 HEPES, 4 ATP, 0.5 GTP, and 10 phosphocreatine). A small depolarizing current was applied to adjust the inter-spike potential to −60 to −65 mV. For the recording of evoked action potentials (eAP), AMPA and GABA_A_ receptor blockers were added to the ACSF, and a series of currents (−20 to 120 pA, 20 pA increment, 600 ms) was injected.

### EEG recording and power spectrum analyses

Mice were anesthetized with a mixture of ketamine (100 mg/kg, i.p.) and xylazine (5 mg/kg, i.p.) and positioned in a stereotaxic frame. After viral delivery to mPFC, a recording screw electrode was implanted in the prefrontal cortical surface (2.0 mm anterior and 0.25 mm lateral to bregma). A reference screw electrode and a ground electrode were placed in the left and right posterior cortex (3.0 mm posterior and 2.2 mm lateral to bregma). After 5 days recovery from surgery, mice were habituated for 2–3 days to the headstage (RHD2132 16-channel amplifier/accelerometer board, Part # C3335, Intan) and cable (RHD2000 6-ft Ultra-Thin SPI cable, Part # C3216, Intan) that are connected to the electrode on their heads. To ensure that the animal can move freely, the cable was suspended by a helium balloon. Electrical signals were continuously recorded in freely moving mice at a sampling rate of 2 KHz and recorded with Intan 512ch Recording Controller (Part #C3004, Intan). Animal behaviors were monitored with a digital camera mounted above (100 cm) the apparatus. Offline sorting software v4.4.1 and Neuroexplorer v5.0 (Plexon, Dallas, TX) were used to assess the power spectrum of the EEG signal (filtered 0.1–250 Hz). EEG power was calculated at five different frequency bands: delta (0.1–4 Hz), theta (4–8 Hz), alpha (8–13 Hz), beta (13–30 Hz), and gamma (30–60 Hz). For the rescue experiment, EEG was recorded at 1–3 days after the administration of CNO plus diazepam or vehicle (twice daily for 3 days).

### Behavioral testing

All behavioral tests were carried out at 2–3 weeks after treatment.

#### Social preference test

A three-chamber social interaction assay was performed to assess social deficits^36,67,69^. Briefly, an apparatus (L: 101.6 cm, W: 50.8 cm, H: 50.8 cm) containing three chambers with retractable doorways allowing for access to side chambers was used. Animals were habituated in the apparatus for one day before testing. During the habituation, two empty capsules (inverted pencil cup, D: 10.2 cm, H: 10.5 cm) were placed at the corners of chambers, and an upright cup was placed on top of each capsule to prevent the subject mouse from climbing on top. Animals were allowed to explore all 3 chambers of the apparatus for 10 m. The test was composed of two phases with different stimulus in each of side chambers. The 1^st^ phase contained two identical nonsocial stimuli (folded papers), the 2^nd^ phase contained a nonsocial (NS) stimulus (a woodblock) and a social (Soc) stimulus (an age- and sex-matched wild-type mouse of the same strain). Each stimulus was placed inside a capsule placed at the corner of each side chamber. The test animal was placed in the center chamber, and was free to explore the apparatus for 10 m in each phase, while it was returned to the home cage during the 10-min intervals between phases. The chamber was cleaned with 75% Ethanol after each phase. Interaction time was counted based on “investigating” behaviors of the test animal to each stimulus. A computer running the Any-maze tracking software (Stoelting, Wood Dale, IL) measured the time of the test animal spent at the close proximity of the capsule (distance of animal head to cup edge: ≤3.5 cm). Preference index scores were calculated, where time spent with one stimulus was subtracted from the time spent with the other stimulus and divided by the total time spent exploring both stimuli.

#### Self-grooming

Mice were scored for spontaneous grooming behaviors when placed individually in a clean cage. The cage was lined with a thin layer of bedding (~1 cm) in order to reduce neophobia but prevent digging, a potentially competing behavior. Prior to the testing period, animals were allowed to habituate to the novel environment for 10 min. Each mouse was rated for 10 min on cumulative time spent grooming.

#### Open field test

Animals were placed on an apparatus (L: 67.7 cm, W: 50.8 cm, H: 50.8 cm) to move freely for 10 m. The total distance traveled and the amount of time the animal spent in the center (33.8 cm × 25.4 cm) was counted by Any-maze tracking software (Stoelting, Wood Dale, IL). Anxious animals spend less time in the center and more time in the corner of the field.

### Statistical analysis

Data were analyzed with GraphPad Prism 7 (GraphPad), Clampfit (Molecular Devices, Sunnyvale, CA), and Mini analysis (Synaptosoft, NJ). All values are means ± SEM. Differences between two groups were assessed with unpaired two-tailed Student’s *t* test. Differences between more than two groups were assessed with one-way or two-way ANOVA, followed by *post hoc* Bonferroni tests for multiple comparisons.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Description of Additional Supplementary Files

## Data Availability

The RNAseq data generated in this study have been deposited in the GEO public repository under accession code GSE181819. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Deficiency of autism risk factor ASH1L in prefrontal cortex induces epigenetic aberrations and seizures
**Source:** Nat Commun. 2021 Nov 15;12:6589. doi: 10.1038/s41467-021-26972-8
**Supplement:** Supplementary file 1 — Supplementary Information

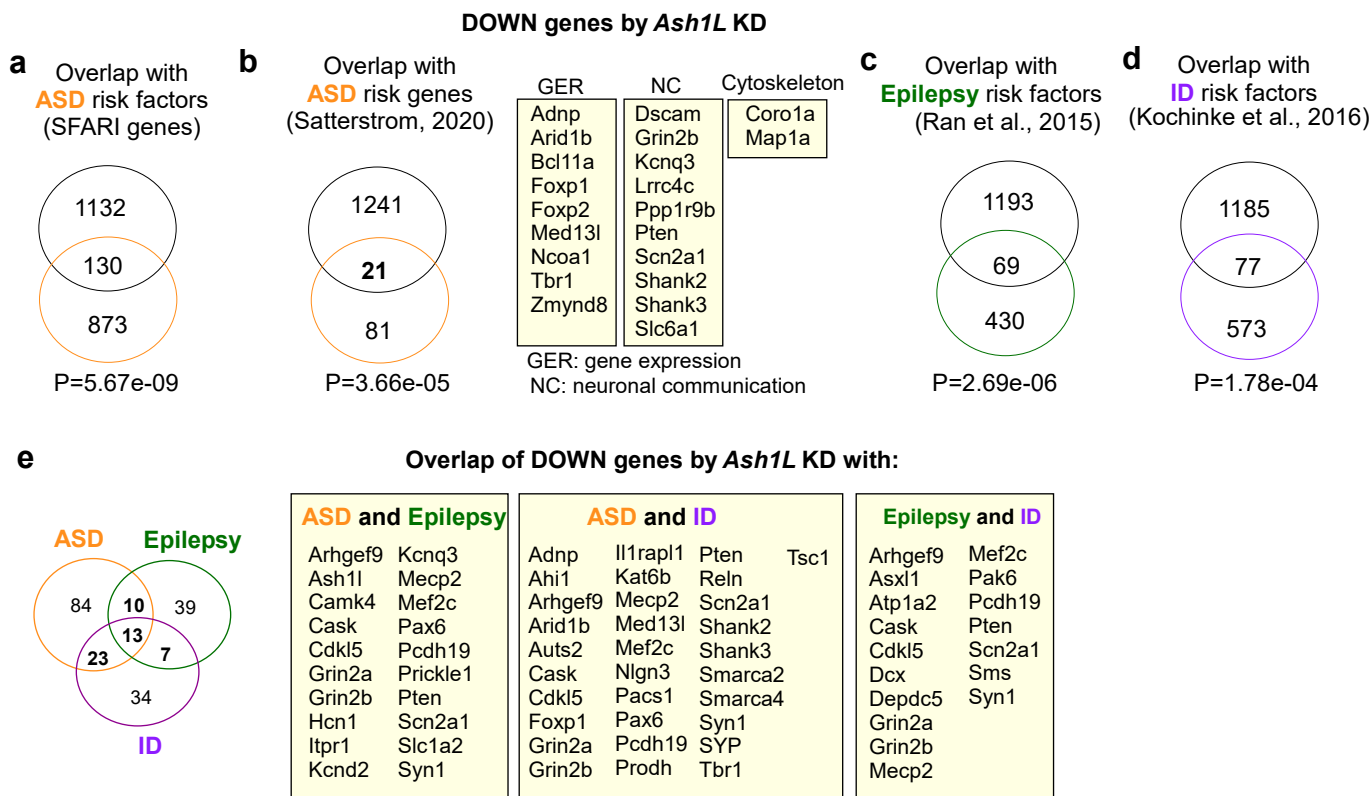

**Sup. Figure 1. Genes downregulated by *Ash1L* deficiency in PFC overlap with risk factors for ASD, epilepsy and ID. (a-d)** Venn diagram showing the overlapping of downregulated genes by *Ash1L* deficiency with the SFARI ASD risk genes (a), 102 high-risk ASD genes (b), epilepsy risk genes (c), or ID risk genes (d). Inset (b): List of overlapped ASD genes involved in 3 categories - Gene Expression Regulation (GER), Neuronal Communication (NC), and Cytoskeleton. **(e)** Venn diagram and gene list showing the overlapping of downregulated genes by *Ash1L* deficiency with ASD, epilepsy and ID risk genes. **Related to Fig. 2.**

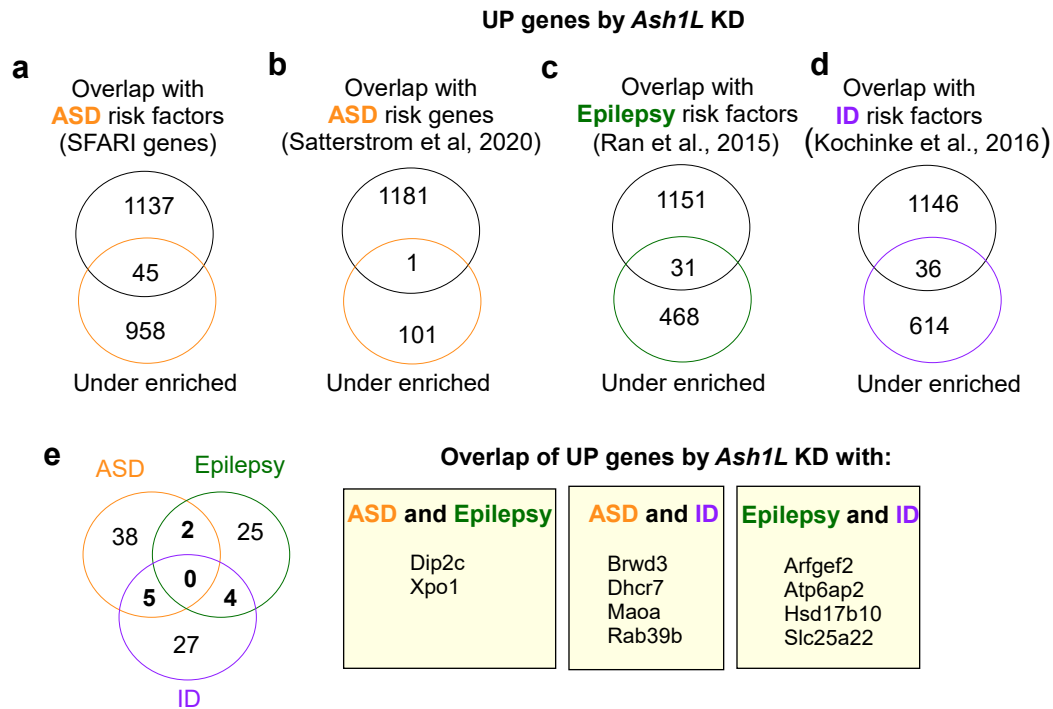

**Sup. Figure 2. Genes upregulated by *Ash1L* deficiency in PFC do not significantly overlap with risk factors for ASD, epilepsy and ID. (a-d)** Venn diagram showing the overlapping of upregulated genes by *Ash1L* deficiency with the SFARI ASD risk genes (a), 102 high-risk ASD genes (b), epilepsy risk genes (c), or ID risk genes (d). **(e)** Venn diagram and gene list showing the overlapping of upregulated genes by *Ash1L* deficiency with ASD, epilepsy and ID risk genes. **Related to Fig. 2.**

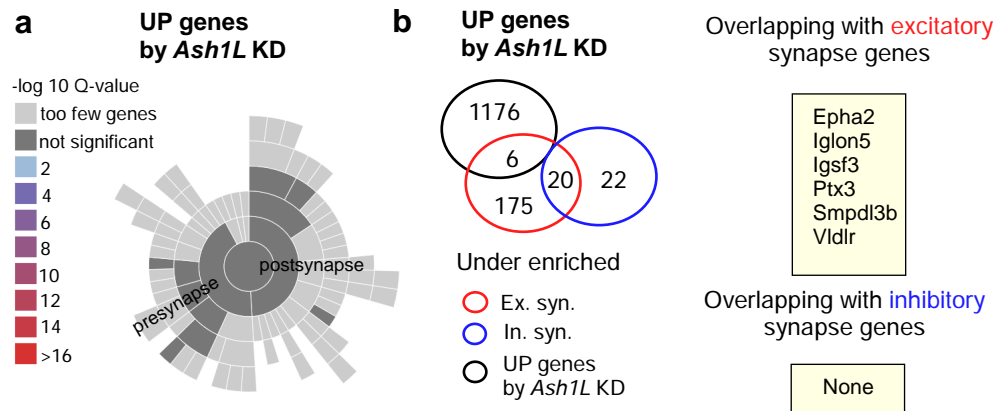

**Sup. Figure 3. Genes upregulated by *Ash1L* deficiency in PFC are not enriched in the regulation of synaptic homeostasis. (a)** Sunburst plot representing cellular component enrichment analysis of upregulated synaptic genes by *Ash1L* deficiency. No significant enrichment of upregulated genes was found in SynGO database. **(b)** Venn diagram showing the overlapping of upregulated genes by *Ash1L* deficiency and genes at excitatory or inhibitory synapses. Inset: the list of overlapped synaptic genes. **Related to Fig. 2.**

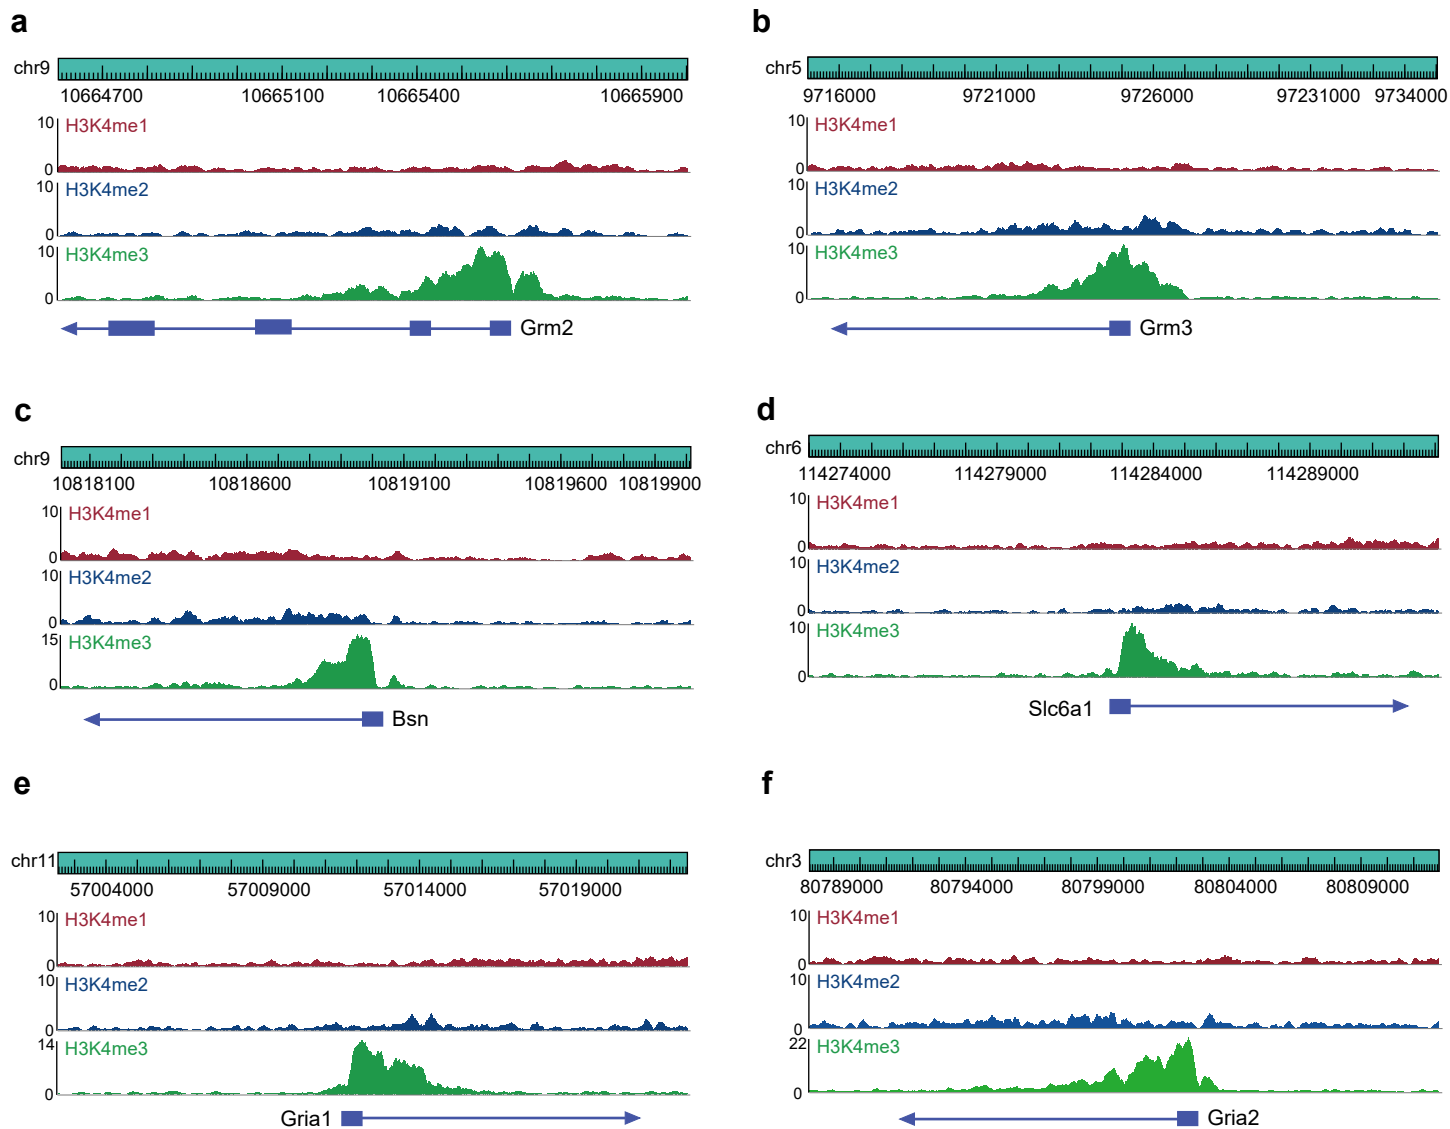

**Sup. Figure 4. ChIPseq data showing the landscape of H3K4me1, H3K4me2, and H3K4me3 around the transcription start sites of several synaptic genes. (a-f) Genome browser snapshots of H3K4me1, H3K4me2, and H3K4me3 (GSM3508773, GSM3508775, GSM3508777) at promoter regions of *Grm2* (a), *Grm3* (b), *Bsn* (c), *Slc6a1* (d), *Gria1* (e) and *Gria2* (f). Related to Fig. 3.**

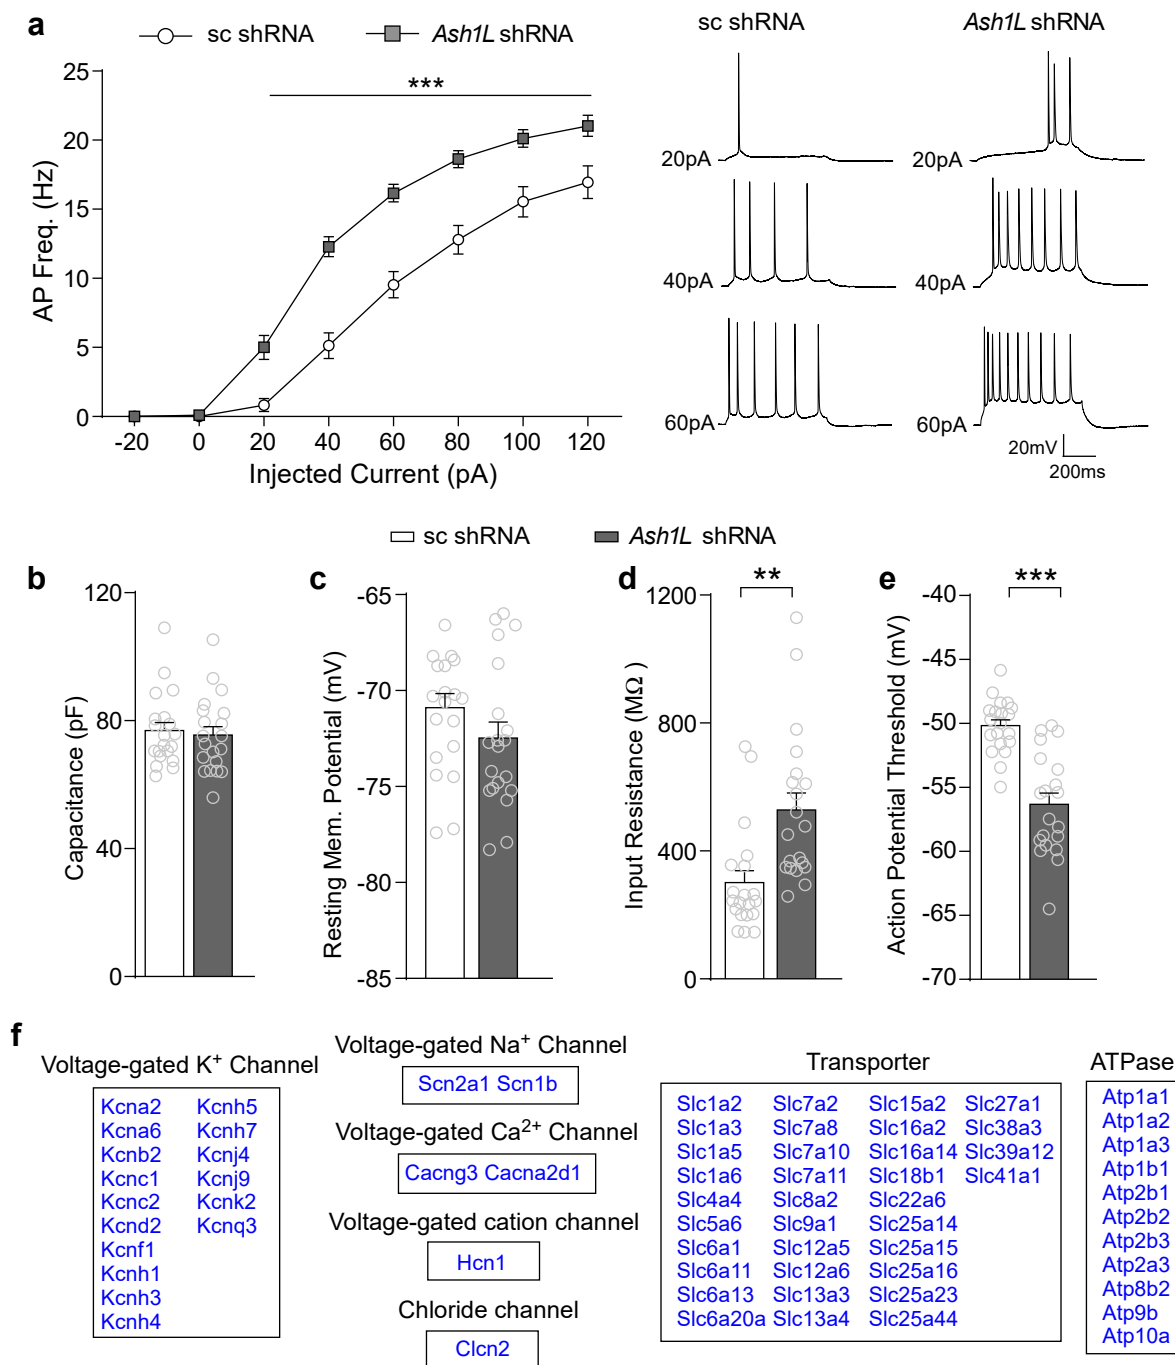

**Sup. Figure 5. *Ash1L* deficiency increases intrinsic excitability, which is associated with the downregulation of ion channels and transporters.** (a) Quantification of action potential (AP) frequencies in response to injected currents in PFC pyramidal neurons from mice infected with scrambled shRNA or *Ash1L* shRNA AAV.  $n=20$  cells/4 mice(2M,2F)/group. \*\*\* $p<0.001$ , two-way repeated ANOVA. Inset: representative AP traces. (b-e) Bar graphs showing the intrinsic properties of PFC pyramidal neurons from mice infected with scrambled shRNA or *Ash1L* shRNA AAV, including capacitance (b), resting membrane potential (c), input resistance (d) and action potential threshold (e).  $n=20$  cells/4 mice(2M,2F)/group, \*\* $p<0.01$ , \*\*\* $p<0.001$ , t-test. (f) List of genes encoding ion channels, transporters and transporting ATPases that are downregulated by *Ash1L* deficiency in PFC. Data are presented as mean values  $\pm$  SEM. Detailed statistical data are provided in a Source Data file. Related to Fig. 4.

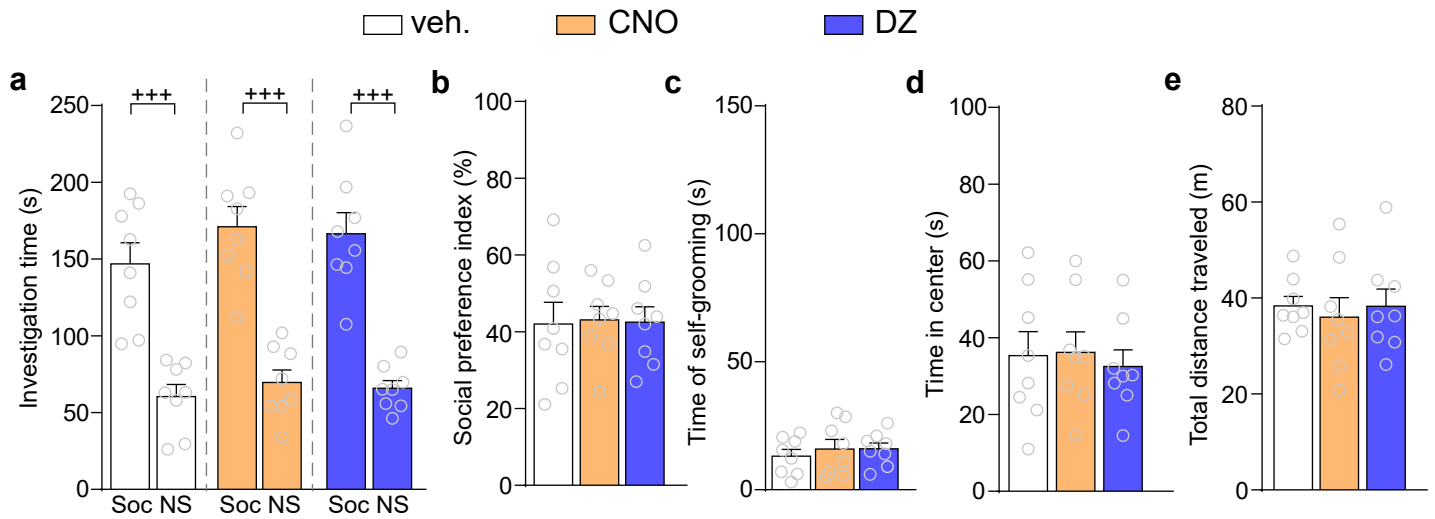

**Sup. Figure 6. Clozapine-N-oxide (CNO) or diazepam (DZ) alone does not alter behaviors.** (a, b) Bar graphs showing the amount of time spent on interacting with the social (Soc) vs. non-social (NS) stimulus (a) and social preference index (b) in 3-chamber social preference tests of control mice (infected with scrambled shRNA AAV) treated with CNO or DZ (n=8/group). +++p<0.001, two-way ANOVA. (c-e) Bar graphs showing the time spent in self-grooming (c), the time in center of open field tests (d) and the distance traveled in locomotion tests (e) of CNO- or DZ-treated mice (n=8/group). Data are presented as mean values  $\pm$  SEM. Detailed statistical data are provided in a Source Data file. Related to **Fig. 6**.

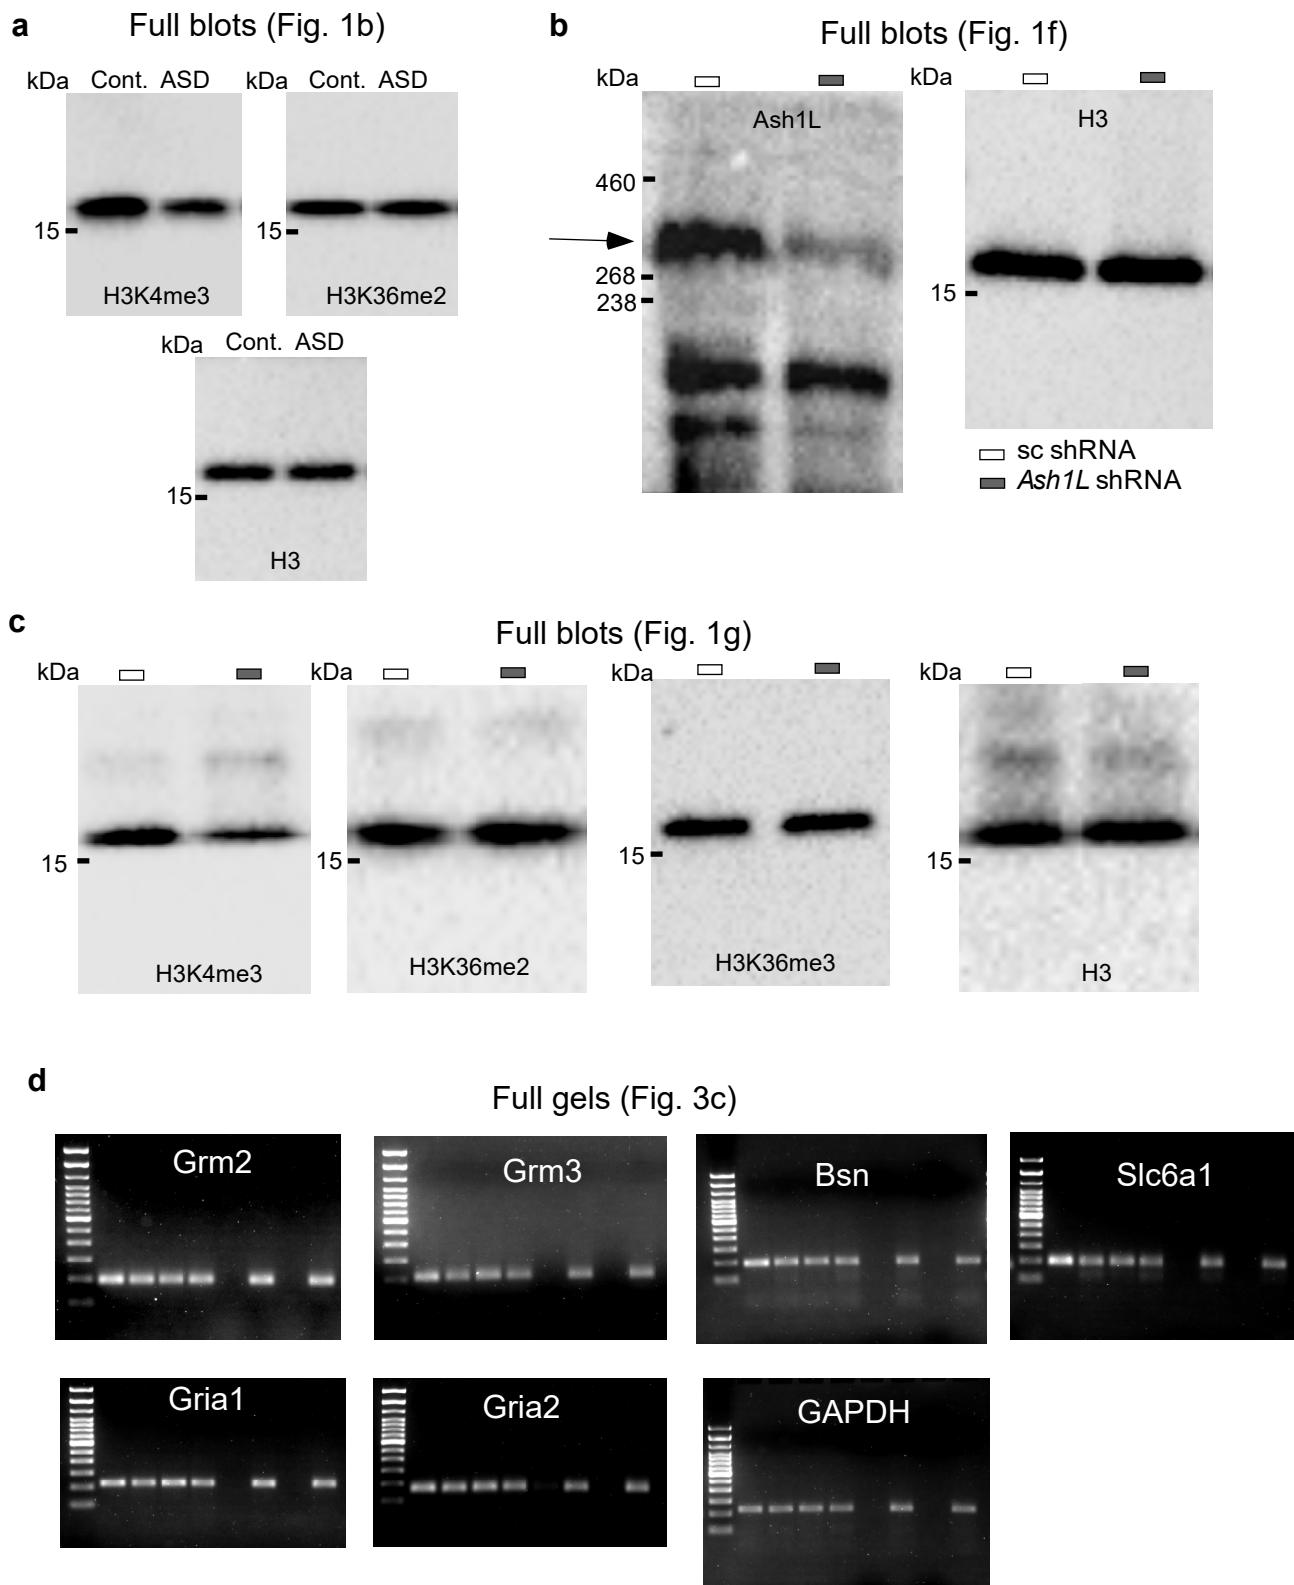

**Sup. Figure 7. Full Western blots and PCR gels. Related to Fig. 1 and Fig. 3.**

# Supplementary material for: Deficiency of autism risk factor ASH1L in prefrontal cortex induces epigenetic aberrations and seizures
**Source:** Nat Commun. 2021 Nov 15;12:6589. doi: 10.1038/s41467-021-26972-8
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Behavioral data were acquired with a computer running the Any-maze tracking software.

Electrophysiological data were collected by Clampex software (MDS Analytical Technologies, Sunnyvale, CA).

EEG data were recorded by using RHD recording system (Intan Technologies, USA).

Images were acquired by a Leica TCS SP8 confocal microscope (Leica Microsystems).

Quantitative real time PCR data were collected by iCycler iQ™ RealTime PCR Detection System.

RNA sequencing was carried out with the HiSeq 2500 platform (Illumina) at the Genomics and Bioinformatics Core of the State University of New York at Buffalo.

#### Data analysis

Data analyses were performed with Clampfit 9, Mini Analysis and GraphPad Prism 7. EEG data were analyzed by offline sorter v4.4.1 and NeuroExplorer® v5.0 (Plexon, Dallas, TX).

Experiments with two groups were analyzed statistically using two-tailed Student's  $t$ -tests. Experiments with more than two groups were subjected to one-way ANOVA, two-way ANOVA, or two-way repeated measure ANOVA (rmANOVA), followed by post hoc Bonferroni tests. We described this in the Method section of the manuscript.

RNA sequencing data analyses were performed by using RNA STAR (Galaxy version 2.7.5b), featureCounts (Galaxy Version 1.6.4+galaxy1) and

DESeq2 (Galaxy Version 2.11.40.2).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNAseq data generated in this study have been deposited in the GEO public repository under accession code GSE181819 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM5512486>). Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were based on power analyses and previous experiments conducted by us (Yuen EY et al., Neuron 73:962-77, 2012; Duffney LJ et al., Cell Reports 11:1400-1413, 2015; Wei J et al., J. Neuroscience 36:2119-30, 2016) and many other labs in the field. |
| Data exclusions | No data was excluded in analysis.                                                                                                                                                                                                                                 |
| Replication     | We listed the number of times we repeated the experiments in figure legends. The behavioral phenotypes reported here (by L. Qin) were independently replicated by 3 other lab members.                                                                            |
| Randomization   | Mice were randomly assigned to Ash1l shRNA/scrambled shRNA or drug/saline groups.                                                                                                                                                                                 |
| Blinding        | The investigator was blinded to the group allocation (with no prior knowledge about Ash1l shRNA/scrambled shRNA injection or the treatments) during the experiments.                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Antibody information is included in the Method section.

Western blotting: H3K4me3 (1:1000, Cell Signaling, 9751), H3 (1:500, Cell Signaling Technology, 4499), H3K36me2 (1:1000, Cell

|            |                                                                                                                                              |
|------------|----------------------------------------------------------------------------------------------------------------------------------------------|
|            | Signaling Technology, 2901), H3K36me3 (1:1000, Cell Signaling, 9763), Ash1L (1:1000, LSBio, LS-B11718)                                       |
|            | ChIP: H3K4me3 (Abcam, ab8580, 8 $\mu$ l per reaction)                                                                                        |
|            | Immunohistochemistry: H3K4me3 (1:1000, Cell Signaling, 9751), NeuN (1:1000, Millipore, MAB377), Alexa Fluor 594 (1:1000, Invitrogen, A11037) |
| Validation | All antibodies have been validated by vendors or by our current and previously published studies.                                            |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Wild-type (WT) mice (5 weeks old, male and female) with C57BL/6J background were used in this study.                                                        |
| Wild animals            | This study did not involve wild animals.                                                                                                                    |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                 |
| Ethics oversight        | All experiments were performed with the approval of the Institutional Animal Care and Use Committee (IACUC) of the State University of New York at Buffalo. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Deficiency of autism risk factor ASH1L in prefrontal cortex induces epigenetic aberrations and seizures
**Source:** Nat Commun. 2021 Nov 15;12:6589. doi: 10.1038/s41467-021-26972-8
**Supplement:** Supplementary file 11 — Description of Additional Supplementary Files

**Title: Supplementary Data 1.**

Downregulated genes by ASH1L knockdown in PFC

**Title: Supplementary Data 2.**

Upregulated genes by ASH1L knockdown in PFC

**Title: Supplementary Data 3.**

Overlapping of downregulated genes by ASH1L knockdown in PFC with ASD/Epilepsy/ID risk factors

**Title: Supplementary Data 4.**

GO analysis of downregulated genes by ASH1L knockdown in PFC

**Title: Supplementary Data 5.**

GO analysis of upregulated genes by ASH1L knockdown in PFC

**Title: Supplementary Data 6.**

Information about human postmortem tissues used in this study

**Title: Supplementary Data 7.**

List of primers used in qPCR experiments

How the deposited data were processed for this re-analysis (not part of the article)

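RNA-seq of mouse PFC was analysed for 4 samples, 2 from mice injected with control AAV and 2 from mice injected with *Ash1L* shRNA AAV. The paper states that tissue from 3 mice was pooled for each sample, whereas the description of the series names 3 *Ash1L* shRNA and 2 control mice. The paper states that mice were injected at 5 weeks of age, and the description of the series gives an age of 6 to 8 weeks. The paper describes the control virus as scrambled shRNA AAV and the sample labels describe it as GFP AAV9. Samples were grouped by their labels and the targeted gene was lower in both *Ash1L* shRNA samples.

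The authors aligned paired-end reads to mm10 with RNA STAR and counted them per gene with featureCounts, and the deposited values are raw counts per gene symbol, without normalization or filtering. The labels instead describe trimming with Cutadapt and alignment with TopHat2, while the headers of the count tables name STAR. The paper's text names no strand or multiple-mapping setting of the counting. Genes that overlap, and genes with near-identical copies such as those of the major histocompatibility region, may therefore share reads. The values were whole numbers for 23420 symbols in each sample. Total counts per sample ran from 14251190 to 35764874. Against counting error alone, the chi-square per degree of freedom was 14.8 between the control samples and 42.3 between the *Ash1L* shRNA samples, which shows that the replicates are not repeated counts of 1 library. Separate pools of mice exceed counting error in any case.

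Genes were filtered with filterByExpr and normalized with TMM in edgeR 4.0.16 (R 4.3.3). Dispersions were estimated robustly and each gene was tested with the quasi-likelihood F test (glmQLFit with robust estimation, glmQLFTest), *Ash1L* shRNA against control, with Benjamini-Hochberg adjustment over the 16232 genes tested. The installed edgeR uses its legacy dispersion method unless told otherwise, so the listed alternative with the legacy method is the same fit and cannot move a result. The newer method was added after the data were examined. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic. DOWN and UP follow the definition in the paper, a P under 0.05 without adjustment and at least a 1.2-fold change. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with adjustment over 6 gene families and, separately, over 15 gene sets. That setting treats genes as nearly independent, so the camera p-values do not measure the spread between pools. The families hold every tested gene whose symbol fits a pattern, so a few of these genes are pseudogenes, are noncoding or encode another protein. An alternative without them was added after the data were examined. For DESeq2 and the likelihood ratio test, camera was run on the ranked statistics. The quasi-likelihood settings do not enter the camera test on counts.

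Samples of the groups share replicate numbers in the labels. The same-numbered samples are different pools of mice, and no source states that they were processed together. The correlation of their deviations from the group means was -0.11, which gives no support for pairing by number. It lay under the limit of -0.1 set beforehand for trying the crossed pairing, so the crossed block was added after the data were examined. The block by replicate number had been listed as an alternative, and its results are given beside those without it.

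The named genes were set by a rule. They are the genes the paper names for the RNA-seq result or in Fig. 3a, up to 5 genes in each direction past an adjusted p of 0.05 with separated groups, and at most 4 members of each gene set by mean count. Other genes are named only as the ends of a range, as members of a small count, or where the text says so. They were chosen after their values were seen. Some of the genes that the rule selects are not reported here.

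The test, the alternatives, the rule for named genes, the gene families and the gene sets were fixed before the data were examined. The alternatives were DESeq2 1.42.0 with its defaults and with shrunken fold changes (betaPrior), edgeR's likelihood ratio test, RLE, upper-quartile and library-size scaling, no filter beyond 1 count in any sample, a filter of at least 10 counts in every sample, the replicate block, offsets for GC content and gene length, the block with each offset, a 1.5-fold limit, and each sample left out in turn. GC content and exonic length came from GENCODE vM21, by gene symbol, and 98.4% of the symbols were matched and 98.95% of the tested genes had values. With 2 samples in each group, no test of other splits of the samples was made, since a permutation cannot give a p below 0.333.

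The tests were checked on simulated counts with 200 changed genes, each changed by a log2 fold change of at least 1 in either direction. The quasi-likelihood test recovered 175 of the 200 at an adjusted p under 0.05, among them all 67 genes changed 8-fold, and called 29 of 15856 unchanged genes. For a true log2 fold change of 1, DESeq2 with betaPrior gave a median of 0.73. Python 3.11.15 with scipy 1.17.1 was used for the remaining tests. The paper's risk genes, synaptic genes and GO terms enter only through the genes that its figures and Supplementary Data 3 to 5 name. The 15 gene sets, among them the cell class markers, were written for this comparison from general knowledge and are not the paper's lists. The paper's qPCR ratios were compared with the counts. Its ChIP, electrophysiology, behavior and human tissue were not analysed here.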

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

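The tests of neuronal activity and of single samples were worded only after the result was seen, and with their values known they cannot decide between explanations.

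Genes that neurons express hours after strong activity, which the paper does not discuss, were higher in the *Ash1L* shRNA samples. The 10 delayed activity-regulated genes had a median log2 fold change of 1.54. All 10 were higher, and for 8 of them both *Ash1L* shRNA samples lay above both controls. The camera p was 4.8e-08 after adjustment over 15 gene sets, and 3.5e-08 with the replicate block and a median of 1.43. Camera p-values, here and for the sets below, treat genes as nearly independent and do not measure the spread between pools. *Scg2* had a log2 fold change of 1.56 and *Nptx2* one of 1.71, with adjusted p-values of 0.250 and 0.253 (edgeR's quasi-likelihood test). Over the alternatives, the adjusted p of *Scg2* ran from 3.9e-06 to 0.390 and that of *Nptx2* from 0.0011 to 0.390. The other 2 named members rose less. *Homer1* had a log2 fold change of 0.20 (adjusted p 0.581, from 0.494 to 0.727 over the alternatives) and counts that overlapped between the groups, with a fold change from -0.06 to 0.43 when each sample was left out in turn. *Nrn1* had one of 0.14 (adjusted p 0.534, from 0.448 to 0.746). The median deviation of the set from the control mean was 0.78 in *Ash1L* shRNA sample 1 and 1.97 in sample 2.

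The 13 immediate early genes, which rise within minutes of activity, showed another pattern. Their median log2 fold change was 1.65, but the median deviation was -0.41 in *Ash1L* shRNA sample 1 and 2.48 in sample 2. The adjusted camera p was 0.022, and 0.030 with the replicate block. *Fos* had 555 and 963 counts in control samples 1 and 2, 764 in *Ash1L* shRNA sample 1 and 13055 in *Ash1L* shRNA sample 2. *Npas4* had 369, 465, 505 and 10957 in the same order. If neuronal activity in the mice of that pool were the source, the delayed genes would also be higher there. They exceeded those of *Ash1L* shRNA sample 1 by 1.19 on the log2 scale. Strong neuronal activity before dissection, such as the seizures that the paper reports in mice injected with *Ash1L* shRNA AAV, is a candidate explanation for that pool. Handling at dissection was not tested apart from it, and the higher delayed genes of sample 1, where the immediate early genes were not higher, are left open.

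Offsets for GC content and gene length left the delayed genes at a median of 1.57 and 1.53, and library-size scaling left it at 1.59. The TMM factors of the samples differed little, from 0.9812 to 1.0315, so scaling is a weak test here. With DESeq2's shrunken fold changes the median was 0.47. *Malat1*, the gene with the most counts, took between 1.10% and 1.35% in every sample, so a few genes taking most counts were not the source.

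Targets of p53, ATF4 and interferon were also higher, with a median log2 fold change of 0.59 for the 12 p53 targets (11 higher), 0.40 for the 14 ATF4 targets (11 higher) and 0.65 for the 16 interferon response genes (16 higher). The adjusted camera p was 1.07e-05 for p53, 1.06e-05 for ATF4 and 1.07e-05 for interferon targets. In the fit with the replicate block it was 3.8e-06, 1.2e-06 and 2.8e-06, with medians of 0.52, 0.40 and 0.62. The median deviations in *Ash1L* shRNA samples 1 and 2 were 0.27 and 0.99 for p53, 0.31 and 0.48 for ATF4, and 0.85 and 0.28 for interferon targets. Over the alternatives that kept all 4 samples, the medians ran from 0.39 to 0.64, from 0.355 to 0.44 and from 0.43 to 0.69. A response to the viral vectors or to damage in the tissue could contribute. Neither was tested, since the vectors differ between the groups in the same way as the knockdown. No source gives a library batch, so a batch difference was not tested. The direction of these sets can therefore not be ascribed to *Ash1L* deficiency alone.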

How the results depend on the processing

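The newer dispersion method, the crossed pairing and the families without genes that are not members were chosen after seeing the data. The alternative with the legacy dispersion method is the same fit as the reported one and shows no stability.

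The numbers of DOWN and UP genes, 1344 and 1397, stayed within 1.5 times of these values under the alternatives that kept the 1.2-fold limit, from 964 to 1736 DOWN and from 1052 to 1635 UP. A 1.5-fold limit left 491 and 765. The scalings moved the share of DOWN among the called genes from 49.0% to between 41.2% and 49.1%, and the median of all genes to at most 0.0386. DESeq2 defaults shared 1144 of the DOWN and 1100 of the UP genes.

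The numbers of genes at an adjusted p under 0.05 depended on the test. Against 1 DOWN and 0 UP, DESeq2 defaults gave 164 and 256, DESeq2 with betaPrior 162 and 242, and edgeR's likelihood ratio test 158 and 321. No filter beyond 1 count in any sample gave 18 and 16. The replicate block, and the block with a GC content offset, gave 0 DOWN and 0 UP, with 2072 and 2075 genes at an unadjusted p under 0.05. The block with a gene length offset gave 4 and 7, and the crossed pairing 6 and 10. The cause was not tested. The test recovered 175 of 200 changed genes in simulated data, but each of these was changed by a log2 fold change of at least 1. The listed SFARI DOWN genes had a median of only -0.47. The simulation therefore cannot tell whether sample size accounts for the low numbers.

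*Ash1l* was lower under every alternative that was run, with log2 fold changes from -0.66 to -0.50 and adjusted p-values from 0.096 to 0.390, and from -0.96 to -0.31 across the fits that each left out 1 sample. The replicate block, with its pairing by number, gave -0.63 and an adjusted p of 0.390. *H2-T10* was at -3.65 with the block and at -3.64 with the block and the GC content offset, but its adjusted p rose to 0.255 and 0.070, in a range from 9.7e-31 to 0.255.

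The solute carrier median was reversed at -0.0024 with at least 10 counts in every sample. Transporting ATPase genes stayed lower but passed the camera limit neither with the block (-0.15, camera p 0.053), nor with the gene length offset (-0.13, p 0.055), nor with both (-0.13, p 0.087). Potassium and other ion channel genes stayed under an unadjusted camera p of 0.05, at most 0.028, while the p adjusted over families reached 0.056. The glutamate receptor median was between -0.37 and -0.20 across the 4 fits that each left out 1 sample. The cause was not tested.

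Other values reversed with all 4 samples kept were near 0 or within their standard error. *Grin1* was 0.0101 with the GC content offset and 0.0120 with the block and that offset. *Mbp* was -0.000092 with no filter. *C1qa* was -0.17 with the block, -0.0246 with the length offset, -0.0847 with the block and the GC content offset, -0.22 with the block and the length offset and -0.16 with the crossed pairing. *Cldn5* was 0.0077 with library-size scaling, 0.0633 with the GC content offset and 0.0517 with the block and that offset. The microglia median was 0.0113 with library-size scaling and 0.0053 with the GC content offset. The endothelial median was 0.0077 with library-size scaling, 0.0520 with the GC content offset and 0.0508 with the block and that offset. The cause was not tested.

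Leaving out 1 sample at a time turned more. The immediate early median, 1.65 with all samples, ran from -0.42 to 2.47, the microglia median from -0.89 to 0.52, the endothelial median from -0.24 to 0.15 and the solute carrier median from -0.0196 to 0.0072. The ranges of *Arc*, *Fos*, *Npas4*, *Egr1*, *Homer1*, *Grin1*, *Map2*, *Npy*, *Mbp*, *C1qa*, *C1qc*, *Slco1a4*, *Itm2a*, *Cldn5*, *Per1*, *Arntl*, *Cry1*, *Ccng1*, *Ifit2* and *Ifit3* also held 0. The cause was not tested.

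Among the other named genes and gene sets, 41 comparisons moved past the limit of the test. They came from *Grm2*, *Grm3*, *Bsn*, *Pvalb*, *Slc1a3*, *Mzb1*, *Irf4*, *Cd4*, *Scg2*, *Nptx2*, *Tef*, *Nr1d2* and *Slc7a11*, each gene with DESeq2 or edgeR's likelihood ratio test, and some also with no filter (*Mzb1*, *Irf4*), the block and the gene length offset (*Mzb1*) or the crossed pairing (*Scg2*, *Nptx2*). In 4 comparisons the limit was no longer passed, which were those of *H2-T10* and of the immediate early genes with the block and the GC content offset (unadjusted camera p 0.054, adjusted 0.073) or the gene length offset (0.135 and 0.169). The limit for gene sets was on the unadjusted p. The adjusted p of the immediate early genes was also above 0.05 with library-size scaling (0.064) and the crossed pairing (0.062). Counts of listed genes stayed within 1.5 times of the reported count in 657 of 672 comparisons, and the other 15 came from 10 of the 42 lists. With the block and the gene length offset, 73 in place of 115 SFARI genes, 9 in place of 19 genes of the 102-gene list and 6 in place of 11 genes of all 3 disorders were called.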

Differences from the paper's values

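The number of DOWN genes at an adjusted p under 0.05 was 1, against the paper's 162 in Supplementary Data 1, and the number of UP genes was 0, against the paper's 242 in Supplementary Data 2, with 2746 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 defaults (164 and 256), DESeq2 with betaPrior (162 and 242) and edgeR's likelihood ratio test (158 and 321) closed this gap. The legacy dispersion method, the other scalings, both low-count filters, the replicate block, the offsets for GC content and gene length, the block with either offset and the 1.2-fold limit added to the adjusted p did not. The paper's methods name DESeq2.

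*H2-T10* had a log2 fold change of -3.65 against the paper's -2.72, whose standard error, taken from the paper's Wald statistic, is 0.22. DESeq2 with betaPrior gave -2.72. None of the other alternatives set before the data were examined closed the gap. With DESeq2 and betaPrior, the median absolute difference from the log2 fold changes in the paper's lists was 2.2e-06 for DOWN and 2.4e-06 for UP genes.

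The paper's text gives 1262 DOWN and 1182 UP genes, while its Supplementary Data 1 and 2 list 1261 and 1181. DESeq2 with betaPrior called 1267 and 1190, among them all 1261 and all 1181 listed genes.

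The paper names *Gria3* and *Foxp1* among the DOWN genes and lists *Gabrd* with them. In edgeR's quasi-likelihood test their log2 fold changes were -0.58, -0.52 and -0.83, without a call. All 3 were called DOWN by DESeq2 defaults, by DESeq2 with betaPrior and by the crossed block, the last chosen after seeing the values. The likelihood ratio test also called *Gria3*, *Foxp1* and *Gabrd*, and the GC content offset *Gria3* and *Foxp1*. No filter beyond 1 count called *Foxp1*. The block with the GC content offset called *Foxp1* and *Gabrd*. The replicate block, the gene length offset, the block with that offset, and the newer dispersion method, chosen after seeing the values, called *Gabrd*.

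Other genes of the paper's figures and Supplementary Data 3 to 5 that edgeR's quasi-likelihood test did not call were all called by DESeq2 defaults and by DESeq2 with betaPrior. Some of them were also called by the likelihood ratio test, upper-quartile or library-size scaling, no filter beyond 1 count, the replicate block, either offset, the block with either offset, or, chosen after seeing the values, the newer dispersion method or the crossed block.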

Other observations

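The tests of lymphocytes, red cell RNA, time of day, the histocompatibility region and astrocytes, and the calls by gene length with the offset, were chosen only after the result was seen. The limits for lymphocytes and astrocytes would have been set with the values known, so neither test decides.

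B and T cell markers were lower in both *Ash1L* shRNA samples. All 22 markers were lower, 17 were DOWN and the median log2 fold change was -2.38, with an adjusted camera p of 4.6e-29 (2.3e-30 with the replicate block, at a median of -2.40). That p takes markers of the same cells as nearly independent and does not measure the spread between pools. With DESeq2's shrunken fold changes, the median was -0.71, with all 22 lower. A filter of at least 10 counts in every sample left 10 of the markers, all lower, with a median of -1.66. *Mzb1* had 139 and 311 counts in the control samples and 19 and 4 in the *Ash1L* shRNA samples. *Cd4* had 64 and 220 in the control and 47 and 37 in the *Ash1L* shRNA samples. Lymphocytes in only some samples would make the spread between the controls large against the difference between the groups. That spread was 0.346 of the difference, which leaves this open. Of the red cell genes, only *Alas2* had counts enough to be tested, with a log2 fold change of -0.271, and 1 gene cannot settle whether blood was left in the tissue. A difference in lymphocytes is a candidate explanation that could not be told apart from an effect of the knockdown.

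*H2-T10* was the 1 gene past the adjusted limit in edgeR's quasi-likelihood test. Genes with replicates within 2-fold and a step of more than 3-fold between the groups numbered 124, of which 36 were lower and 88 higher. Of these, 9 lay on chromosome 17 between 33000000 and 38000000, where 157 of the 16062 tested genes with a position lie (Fisher's exact test, two-sided p 3.52e-06). They included *Gm11127*, with 41 and 174 counts in the control samples, and *H2-Q10*, with 19 and 54. Both had 0 counts in both *Ash1L* shRNA samples, and both were named after their values were seen. The median log2 fold change of the 157 genes was -0.15. A strain variant in this region in 1 group of mice is a candidate explanation. It cannot be told apart from the lower B and T cell markers. Reads can also be shared between similar class I genes, so the counts of these 3 genes are uncertain.

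*Xist* had 2 and 9 counts in the control and 8 and 9 in the *Ash1L* shRNA samples, and the Y chromosome gene *Kdm5d* had 749 and 1652, and 1291 and 927. All 4 pools therefore had a male pattern, whereas the paper describes mice of both sexes. Among 4 Y chromosome genes and *Xist*, the largest fold between the group means was 1.885, in *Xist*. That fold rests on at most 9 counts per sample and carries little meaning. *Ddx3y* was 1.65-fold higher in the *Ash1L* shRNA samples. *Eif2s3y* had a fold of 1.058. In these 3 of the 5 genes the samples did not overlap between the groups, for which chance gives 33.33% per gene. All folds were under the 2-fold set for a different sex composition.

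Among the 4016 tested genes with the longest exonic length, 6639 bp or more, 461 were DOWN and 321 were UP, and in the corresponding group of the shortest genes, 203 were DOWN and 340 were UP. With an offset for gene length, these were 341 DOWN and 409 UP among the longest and 245 DOWN and 302 UP among the shortest genes, so the excess of DOWN among long genes did not remain. A length bias between the samples could give such an excess, and so could a fall of long genes in the tissue, since the offset removes either. Over all genes, the DOWN count was 0.929 of that without the offset, and 1179 of the 1344 DOWN genes were called with both. With an offset for GC content it was also 0.929, with 1160 called with both.

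The guide strand of the shRNA has the seed ATAAAGG. The 1986 of 14909 genes with its site CCTTTAT in the 3′ UTR were lower than the others by a log2 shift of -0.0295, after adjustment for UTR length and expression. Among 104 other 7-mers of the same composition, 0.96% shifted as low. Some off-target silencing through the seed is therefore a candidate explanation for this shift. The shift is an average over all genes with the site, so it cannot show how far single genes fell.

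Clock output genes were lower in both *Ash1L* shRNA samples, with a median log2 fold change of -0.65, 8 of 10 lower and an adjusted camera p of 1.7e-06 (6.2e-07 with the block). *Tef* fell by 0.63 and *Nr1d2* by 0.88 on the log2 scale. A different time of day at dissection would move the opposite-phase clock genes the other way. Their median was 0.3038 with an unadjusted camera p of 0.373, which leaves this explanation open.

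Of 12 astrocyte markers, 9 were lower. A smaller share of astrocyte RNA in the pools would lower most of them together, and the count cannot tell such a change from lower expression of some markers, among which *Slc1a3* fell by 0.94 on the log2 scale. No biological explanation was tested.

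The paper measured 16 synaptic genes by qPCR in Fig. 3a. Across these genes, the paper's qPCR ratios and the ratios of normalized counts had a Spearman rho of 0.843 (Pearson r 0.805). The paper chose these genes to check its RNA-seq data, which favours a correlation beforehand, and genes are not independent replicates, so no p is given. *Grin2b* was 0.42 in the paper's qPCR and 0.746 in the counts, and *Pvalb* 0.25 and 0.532. *Ash1l* was 0.15 in the paper's qPCR of Fig. 1e and 0.66 in the counts. *Gria1*, *Gria2*, *Grin1* and *Gabrb2* had ratios of 0.829, 0.856, 0.956 and 0.879 in the counts.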
